# Global analysis of gene expression changes during retinoic acid-induced growth arrest and differentiation of melanoma: comparison to differentially expressed genes in melanocytes vs melanoma

**DOI:** 10.1186/1471-2164-9-478

**Published:** 2008-10-11

**Authors:** Mary Estler, Goran Boskovic, James Denvir, Sarah Miles, Donald A Primerano, Richard M Niles

## Abstract

**Background:**

The incidence of malignant melanoma has significantly increased over the last decade. Some of these malignancies are susceptible to the growth inhibitory and pro-differentiating effects of all-*trans*-retinoic acid (RA). The molecular changes responsible for the biological activity of RA in melanoma are not well understood.

**Results:**

In an analysis of sequential global gene expression changes during a 4–48 h RA treatment of B16 mouse melanoma cells, we found that RA increased the expression of 757 genes and decreased the expression of 737 genes. We also compared the gene expression profile (no RA treatment) between non-malignant melan-a mouse melanocytes and B16 melanoma cells. Using the same statistical test, we found 1495 genes whose expression was significantly higher in melan-a than in B16 cells and 2054 genes whose expression was significantly lower in melan-a than in B16 cells. By intersecting these two gene sets, we discovered a common set of 233 genes whose RNA levels were significantly different between B16 and melan-a cells and whose expression was altered by RA treatment. Within this set, RA treatment altered the expression of 203 (87%) genes toward the melan-a expression level. In addition, hierarchical clustering showed that after 48 h of RA treatment expression of the 203 genes was more closely related to the melan-a gene set than any other RA treatment time point. Functional analysis of the 203 gene set indicated that RA decreased expression of mRNAs that encode proteins involved in cell division/cell cycle, DNA replication, recombination and repair, and transcription regulation. Conversely, it stimulated genes involved in cell-cell signaling, cell adhesion and cell differentiation/embryonic development. Pathway analysis of the 203 gene set revealed four major hubs of connectivity: CDC2, CHEK1, CDC45L and MCM6.

**Conclusion:**

Our analysis of common genes in the 48 h RA-treatment of B16 melanoma cells and untreated B16 vs. melan-a data set show that RA "normalized" the expression of genes involved in energy metabolism, DNA replication, DNA repair and differentiation. These results are compatible with the known growth inhibitory and pro-differentiating effects of RA. Pathway analysis suggests that CDC2, CHEK1, CDC45L and MCM6 are key players in mediating the biological activity of RA in B16 melanoma cells.

## Background

Malignant melanoma is one of the fastest rising cancers in the US population and its yearly incidence is estimated at 60,000 [1]. If it is diagnosed early and is restricted to the epidermis, surgical resection can yield high cure rates. However, once the melanoma invades through the basement membrane into the dermis, surgical resection is less successful and there is no effective radio/chemotherapy for patients with metastatic melanoma.

Vitamin A (retinol) is an essential nutrient that is required for night vision, reproduction, embryogenesis and differentiation [2]. Retinol is metabolized by cells into a number of compounds, the most biologically active being all-*trans*-retinoic acid (RA). The biological changes induced by RA are mediated by binding and activation of nuclear receptors [3,4]. There are three subtypes of retinoic acid receptors (RAR); RAR-α, β and γ, which bind RA. Another vitamin A metabolite, 9-cis RA, also binds these receptors but in addition serves as the ligand for closely related nuclear receptors, the retinoid × receptors (RXRs) [5,6]. Analogous to the RARs, there are three RXR subtypes, α, β and γ [7]. RXRs form heterodimers with the RARs as well as with several other members of the nuclear hormone receptor family, such as Peroxisome Proliferator Activated Receptor (PPAR) [8], vitamin D3 [9] and thyroid hormone receptors [10]. The RXR:RAR heterodimer appears to be the physiologically relevant dimer for stimulating target gene expression [11]. This receptor heterodimer binds to a DNA element in the 5' flanking region of target genes and usually consists of a direct repeat of the sequence 5'-(A/G)G(G/T)TCA-3' separated by 5 bp [12,13]. These receptors are also regulated by co-repressors and co-activators. Several of the co-activators contain histone acetyltransferase activity, while co-repressor complexes contain histone deacetylase activity, suggesting that localized chromatin remodeling modulates receptor activity [14].

RA inhibits the proliferation and stimulates the differentiation of many different tumor cell lines, including murine and human melanoma cells [15]. We have previously used B16 mouse melanoma as a model for our retinoid studies. This cell line is very responsive to the growth inhibitory and pro-differentiating effects of retinoic acid [16]. The B16 cell line also has major deletions in the *p16*^*INK*4*a *^and *p19*^*QRF*^genes with consequent loss of expression of these proteins, but it lacks an activating mutation in the *BRAF *gene [17]. Loss of *p16*^*INK*4*a *^and *p19*^*ORF *^contributes to melanomagenesis by overcoming senescence [18]. In addition, activating *BRAF *mutations have been found in up to 60% of sporadic human melanomas [19]. We have found that our strain of B16 melanoma has an activating N-ras mutation (Niles et al., unpublished). Thus B16 cells have a number of the genetic/protein changes found in human melanoma cell lines and clinical melanoma specimens.

Melan-a cells are nonmalignant mouse melanocytes derived from C57BL/6 mice (the same origin as B16 melanoma) that have been partially immortalized. They have diploid chromosomes and do not form tumors in syngeneic or athymic mice [20]. Therefore melan-a cells serve as a good model to compare gene expression profiles to B16 melanoma cells with the aim of identifying genes whose altered expression might contribute to malignancy. In the study reported here, we used DNA microarrays to compare gene expression patterns between B16 and melan-a cells. We also used DNA microarrays to identify time-dependent changes in gene expression during RA-induced growth arrest and differentiation of B16 melanoma cells. From these two data sets, we then performed an analysis to identify a unique gene set, whose expression was altered in B16 compared to melan-a and whose expression was restored toward the melan-a level in RA-treated B16 melanoma cells.

## Results

### Time-dependent regulation of gene expression by RA

Our previous studies [21] have determined the amount of time required for RA to induce significant growth arrest and differentiation of B16 melanoma cells to be 48 – 72 h. Using DNA microarrays, we profiled the series of changes in gene expression that occurred in RA-treated cells prior to and coincident with these phenotypic changes. Table 1 shows the number of genes significantly up-regulated or down-regulated at 4, 10, 24, and 48 h of RA treatment in B16 melanoma cells. The statistical analysis of microarrays (SAM) method [22] was used to determine significance in all microarray studies reported in this communication. Only 14 genes were differentially regulated at the 4 hour time point. This set includes two genes, *RARβ *and retinal short chain dehydrogenase 3 (*DHRS3*), whose expression has previously been shown to be induced by RA [23,24]. The number of RA-regulated genes increases over time, with the largest increase between the 24 h and 48 h time points. The number of upregulated genes exceeds the downregulated genes at all time points except the 48 h time point. A few genes (*RARβ *and *DHRS3*) were up- or down-regulated during the entire time of retinoic acid treatment, but more commonly, genes exhibited altered expression for one or two time points and then their expression returns to control levels. The identity of these RA-regulated genes can be found in Additional file 1.

**Table 1:** Numbers of genes significantly differentially expressed relative to untreated B16 cells^a^

	Retinoic Acid Treatment				melan-a vs. B16
		
	4 hour	10 hour	24 hour	48 hour	
Upregulated	13	25	151	701	1495
Downregulated	1	3	3	734	2054
Total	14	28	154	1435	3549

^a ^Significance was determined by Significance Analysis of Microarrays (SAM) with median false discovery rate of 10%, and a minimum fold change of 1.5.

### Expression profiling of untreated melan-a nonmalignant mouse melanocytes vs. B16 mouse melanoma cells

Melan-a and B16 cells are both derived from the C57BL/6 strain of mouse. The melan-a cells are partially immortalized, but they are diploid, lack transformed cell phenotypes and do not form tumors in syngeneic mice [20]. A comparison of global gene expression between these two melanocyte/melanoma cell lines has not been reported. 

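Melan-a cells are a partially immortalized and non-tumorigenic mouse melanocyte line. Their RNA and RNA of B16 mouse melanoma cells were hybridised together on Agilent whole mouse genome arrays. There were 6 arrays, each of a separate biological replicate. B16 RNA carried Cy3 and melan-a RNA Cy5 on 3 of them, and the dyes were exchanged on the other 3. Both lines were harvested 72 h after seeding. Melan-a cells grew in RPMI medium with 200 nM phorbol ester and 5% fetal bovine serum, and B16 cells in DMEM with 10% bovine calf serum. Culture medium and cell line therefore changed together. The authors quantified the arrays with ImaGene 6.0.1, which wrote log2 signals for each dye after a global lowess normalization with smoothing 0.2 and no background correction. The median of the summed signal of both dyes was 1093.1, 779.9, 2542.2, 1870.5, 4307.5 and 1937.0 in replicates 1 to 6. At least 81.6% of the probe spots of each array had a sum above 400. The study sets this limit for background-subtracted intensity, and here it was applied to the deposited signals, which hold no background. The empty spots of an array had a median sum between 262.3 and 457.5, so the limit is looser here than the study's and lay below the median empty spot of replicate 1. Each log2 ratio was turned to melan-a over B16, and spots at or below the limit were left out. The 39687 probes (of 41174) with a value on at least 3 of 6 arrays were tested with limma in a one-class model. A probe passed at an adjusted p under 0.10 and a fold change over 1.5, the false discovery rate and fold that the study states.

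The array files identify probes by number and pair none with a gene. Genes were therefore named through Additional file 2, where the study lists an accession and an average fold for each of 3549 differentially expressed genes. Each listed fold was set against the mean ratio of every probe, with a tolerance of 0.00051. A single probe matched in 504 cases, and the 498 whose probe matched no other entry are treated as named. Over all listed genes the median was 5 matching probes, and 4 matched none. Where several candidate probes remained, a gene is counted as past the thresholds when every candidate passed, and the highest standard error (SE) and adjusted p among them are given. This was so for 2364 listed genes. A gene with several candidates loses its call when any of them fails, which need not be its own probe. All 8 entries that the study lists by probe number matched the probe of that number. Above a fold of 2.5, chance matches would give about 1.0 wrong name, and below it shifted folds match too often for such an estimate. As a test of the names, 5 pairs of entries for the same gene had a median correlation of 0.23 in their deviations over the 6 arrays, against 0.17 for random pairs, so this comparison could not tell them apart. The mean ratio of a named gene is by construction the study's own. Its spread over arrays, SE and adjusted p are computed here, and a gene that the study did not list has no value.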

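The transcripts most enriched in melan-a cells included clusterin, a secreted chaperone, the receptor tyrosine kinase Axl and osteopontin (Spp1), a secreted matrix protein. The level of clusterin (Clu) was 15.8-fold that in B16 cells (log2 ratio 3.98, SE 0.43, n = 6 arrays, limma adjusted p = 0.0011). Axl was 10.4-fold higher (log2 ratio 3.38, SE 0.33, limma adjusted p = 0.00089), and Spp1 9.44-fold higher. The small heat shock protein Hspb8 and the choline transporter Slc44a1 were 11.4-fold and 10.8-fold higher. The other members of the 10 largest with a gene symbol were 2900026A02Rik (15.9-fold), Zfp385c (12.4-fold), 2310057J18Rik (10.2-fold), Art3 (9.67-fold) and the serine protease Prss23 (9.24-fold). Over all probes, 2076 were higher in melan-a cells, and 4357 were so at an unadjusted p under 0.05. One-class SAM, the study's own test, run on the same values with 64 sign permutations, called 2118 higher. Of the 1495 genes that Additional file 2 lists as higher, 1073 had every candidate probe past the thresholds in limma. Listed genes short of this, higher or lower, had several candidate probes of which some passed (1181) or matched no probe. Of the listed genes, 0 had only candidates that failed. Of the 5153 probes with a fold over 1.5 in either direction, 88.9% passed the thresholds, whatever their gene. A candidate is any probe with the listed fold, so most candidates pass whether or not they are the gene's own. Counts of listed genes past the thresholds, here and below, therefore depend largely on the fold match and the number of candidates. They are no independent check of the study's calls.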

Our analyses show that 1495 genes had expression levels significantly higher in melan-a vs. B16 cells, i.e. their expression was downregulated in the malignant melanoma cells relative to the non-malignant cells (Table 1). In addition, there were 2054 genes whose expression levels were significantly lower in melan-a cells vs. B16 cells, i.e. their expression was upregulated in the malignant melanoma cells. 

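Genes of cell division and of serine synthesis were among those with the lowest relative expression in melan-a cells. Phgdh, the enzyme that commits glycolytic carbon to serine, was 9.27-fold higher in B16 (log2 ratio -3.21, SE 0.30, n = 6 arrays, limma adjusted p = 0.00072). Its 2 entries in Additional file 2 varied over the arrays with a correlation of 0.025, no closer than random pairs (57.9% as high), so its name is less sure. The mitotic cyclin Ccnb1 was 8.28-fold higher in B16 and the CDK subunit Cks2 6.83-fold. Uhrf1, which maintains DNA methylation, was 6.19-fold higher. Among genes with a symbol the largest difference was that of the ephrin receptor Epha3, at 12.0-fold (log2 ratio -3.58, SE 0.36, limma adjusted p = 0.00091), with replicate 1 far from the others. The remaining members of the 10 lowest with a gene symbol were Top2a, Xlr4b (7.65-fold), Marcksl1 (7.25-fold), the gap junction gene Gjb2 (6.59-fold) and Dynlt3 (6.37-fold, 2 candidate probes). Altogether 2504 probes were lower in melan-a cells, 5111 at an unadjusted p under 0.05, and one-class SAM called 2580. Every candidate probe passed in limma for 1291 of the 2054 genes that Additional file 2 lists as lower, and for 789 without replicate 2.

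**Figure D1:**
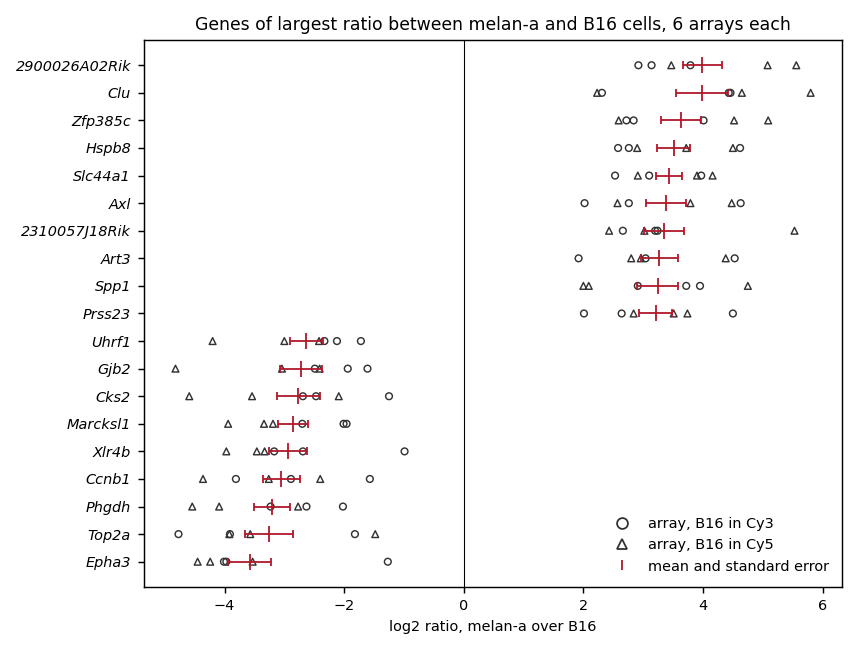
Log2 ratio of melan-a over B16 cells (x axis) for the 19 of these 20 genes that matched a single probe, 10 higher and 9 lower in melan-a. Open symbols are the 6 arrays, by which dye B16 RNA carried, and red marks are the mean and standard error. Genes were taken only if all 6 arrays had the same sign, so that no array crosses 0.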

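Beyond cell division, genes for protein folding, amino acid supply and ribosome assembly had lower expression in melan-a cells. Among 35 chaperone and protein folding genes, 15 were lower and 1 was higher, and 15 were not found in the study's table by symbol. Hsp90aa1, the inducible cytosolic HSP90, was 3.99-fold higher in B16 (SE 0.34 in log2, n = 6 arrays, limma adjusted p = 0.0061). The mitochondrial chaperonin Hspd1 was 3.65-fold higher in B16, and the HSP90 co-chaperone Fkbp4 2.79-fold. Among 32 genes of serine synthesis and the amino acid response, 15 were lower in melan-a and only Vldlr was higher. They included the folate enzyme Mthfd2 (3.45-fold higher in B16), Cth (3.01-fold), which makes cysteine, and the cystine transporter Slc7a11 (2.82-fold). Among 35 ribosome biogenesis genes, 10 were lower and 0 were higher, with nucleophosmin (Npm1) 3.35-fold and nucleolin (Ncl) 3.11-fold higher in B16, and Nhp2 3.86-fold. Of 23 glycolysis genes, Ldhb (2.43-fold) and Hk1 (1.93-fold) were called higher in melan-a, and Pgk1 (2.30-fold) and Eno1 higher in B16. The study lists 5 of the 23 as lower and 2 as higher in melan-a, and 3 were undecided here. Cycs was the single call among 52 genes of oxidative phosphorylation, 1.95-fold higher in B16, but it did not pass without replicate 2 or 3. The study lists 4 of these 52 genes as lower and 0 as higher in melan-a, and 3 were undecided here. Pgk1 did not pass without replicate 2, nor Hk1 without replicate 3. Base medium and serum differed between the lines, so for amino acid and glycolysis genes medium and cell line cannot be told apart. Of 16 housekeeping genes, 3 were lower in melan-a (Tfrc, Tubb5 and Pgk1) and B2m was higher, and Tubb5 passed without replicate 1 alone of the single replicates left out.

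These lists were fixed before the data were examined. For 12 of them with at least 5 genes past the thresholds, the split of lower and higher members was compared with that of the other genes past them (749 higher and 869 lower in all) by Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment. The adjusted p was 0.0015 for chaperones, 0.0015 for serine synthesis and 0.0041 for ribosome biogenesis, and 7 of the 12 lists leaned to one side at an adjusted p under 0.05. In every list test genes are not independent replicates. Members of a process can vary together, some genes share candidate probes, and each direction is that of the study's listed fold. These p values compare counts of genes and do not measure replication over arrays. Members not found by symbol in Additional file 2 have no named probe and so no value here. The study did not list them as differing, unless under an entry without a symbol. Whether each has a probe on the array is unknown. No count adjusted over the list alone could be made, and set tests against all probes were not run.

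**Figure D2:**
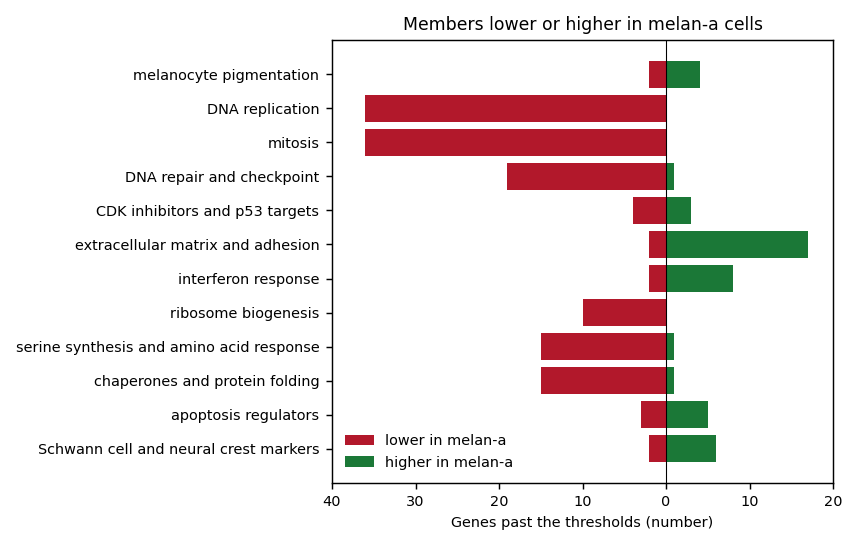
Number of genes past the thresholds in each of the 12 lists (x axis), lower in melan-a to the left of 0 and higher to the right. The DNA replication, mitosis and ribosome biogenesis lists have no bar to the right, and extracellular matrix and adhesion has its longer bar there.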

The identity of these differentially regulated genes can be found in Additional file 2.

### Gene expression changes induced by RA treatment of B16 cells that mimic expression in Melan-a cells: the *intersecting gene set*

We combined data sets from RA-treated B16 melanoma cells and untreated melan-a vs. B16 data sets in order to discover common genes that were significantly changed in both sets (Table 2). There were 71 genes that were upregulated in melan-a compared to B16 cells and whose expression was upregulated by RA treatment of B16 cells at one or more time point. 

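The genes higher in melan-a cells and raised by RA included tissue transglutaminase (Tgm2), a known retinoid target, at 6.03-fold (log2 ratio 2.59, SE 0.28, n = 6 arrays, limma adjusted p = 0.001). The matrix protein Prelp was 5.59-fold higher in melan-a (SE 0.23, adjusted p = 0.00077 from limma). Both were higher on all 6 arrays. The RA side is the paper's, from Additional file 1, since the RA-treated arrays were not analysed here. Joined by accession, that file and Additional file 2 share 71 genes up by RA and higher in melan-a, and 60 of these had every candidate probe past the thresholds.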

There were however a small number of genes (16) whose expression was downregulated in B16 compared to melan-a and whose expression was also decreased by RA treatment of B16 cells. Likewise, there were 132 genes whose expression was downregulated in melan-a cells compared to B16 cells and whose expression was decreased by RA treatment of B16 cells. 

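Of the genes lowered by RA and higher in melan-a, the joined tables hold 15, and 14 were past the thresholds at every candidate probe. The largest differences were those of Mgll, which encodes a monoacylglycerol lipase (3.69-fold, SE 0.41 in log2, n = 6 arrays, limma adjusted p = 0.017), and of Id2, an inhibitor of basic helix-loop-helix transcription factors (2.97-fold, SE 0.37, adjusted p = 0.023 from limma). Mgll was higher on all 6 arrays and Id2 on 5. These genes were picked out after their values were seen. Without replicate 2, the count of genes of this kind past the thresholds was 9.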

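Genes lowered by RA and lower in melan-a included some of the spindle and of cytokinesis. The mitotic kinase Pbk was 5.86-fold higher in B16 than in melan-a (SE 0.33 in log2, n = 6 arrays, limma adjusted p = 0.002), and the spindle checkpoint gene Mad2l1 5.38-fold (adjusted p at most 0.0029 over 2 candidate probes, limma). Cdca3 and Ect2, which acts in cytokinesis, were each 5.26-fold higher in B16; both share the same 3 candidate probes. The joined tables hold 131 such genes, and 104 passed at every candidate probe.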

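Marcksl1, an actin-associated substrate of protein kinase C, had the largest difference among the genes raised by RA although lower in melan-a, with all 6 arrays below 0. Gpr37 was 3.51-fold higher in B16 (SE 0.39 in log2, n = 6 arrays, limma adjusted p = 0.016), with 5 of 6 arrays in that direction. Crmp1 followed at 3.24-fold and Gmpr at 2.93-fold. The melanosomal glycoprotein gene Gpnmb was 2.08-fold higher in B16, but it did not pass without replicate 2. These genes, apart from Marcksl1 and Gpnmb, were picked out after their values were seen. By accession, 15 genes of this kind are in both tables, and 14 were past the thresholds at every candidate probe, or 8 without replicate 2.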

Again, a small number of genes (14) had increased expression in B16 vs. melan-a and treatment of B16 cells with RA further enhanced their expression. Overall, the majority of genes in this combined data set (203 out of 233) were those whose expression was restored toward the melan-a (non-malignant melanocyte) level when B16 melanoma cells were treated with RA for 48 h. 

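In most cases RA changed these genes in the direction in which melan-a cells differed from B16 cells. Of the 192 genes of the joined tables past the thresholds at every candidate probe, 164 (85.4%) were changed by RA toward the melan-a level and 28 away from it. Within these genes, the direction under RA was associated with the direction in melan-a cells (odds ratio 31.8, Fisher's exact test, two-sided, p = 1.1e-22), with an odds ratio of 20.5 without replicate 3. Genes are not independent replicates, and B16 cells are the denominator of both ratios, although the 2 experiments used separate arrays of different makes. All 203 genes of Additional file 3 were found in Additional file 2 with the same direction, 71 higher and 132 lower in melan-a. Of them 60 higher and 105 lower genes passed at every candidate probe, 165 in all, and 32 matched a single probe. Txnrd1, picked out after its value was seen, is among these lower genes. The joined tables have it raised by RA, so it is also among the 28. The paper describes the majority as genes whose expression RA restored toward that of the non-malignant melanocyte.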

Three of the 203 genes (*DHRS3*, calcium/calmodulin-dependent protein kinase II inhibitor 1 (*CAMK2N1*) and *RIKEN cDNA 3110001A13*) were upregulated by RA at 4 h. 

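RIKEN cDNA 3110001A13, now named Fam107b in the RefSeq gene table, was 3.32-fold higher in melan-a (log2 ratio 1.73, n = 6 arrays). Its fold matched 3 candidate probes, each higher in melan-a on all 6 arrays, with an SE between 0.20 and 0.44 and a limma adjusted p of at most 0.031. Of 25 retinoid signalling genes fixed beforehand, 2 were higher in melan-a (Tgm2 and Dhrs3) and 1 was lower, the fatty acid binding protein Fabp5, which carries retinoic acid to the nucleus and was 2.01-fold higher in B16 (adjusted p at most 0.048 over 9 candidate probes, limma). Fabp5 did not pass at every candidate probe when replicate 3 or 5 was left out.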

The identities of these 203 genes, their fold changes at 48 h of RA treatment and their relative expression in melan-a vs. B16 cells are shown in Additional file 3.

**Table 2:** Numbers of genes in the intersections of gene sets generated by the two experiments

	Over-expressed in melan-a v B16	Under-expressed in melan-a v B16	Total
Upregulated by RA treatment	71	14	85
Downregulated by RA treatment	16	132	151
Total	87	149	233

In both the experiment comparing gene expression in RA-treated B16 cells to that in untreated B16 cells, and the experiment comparing gene expression in melan-a cells to that in B16 cells, significance is determined by SAM with median false discovery rate of 10%, and a minimum fold change of 1.5. Table entries in bold represent genes for which treatment by RA changes the expression in B16 cells towards that in melan-a cells.

We determined if members of the 203 gene set were enriched in known biological processes listed in the Gene Ontology database by using the Fisher Exact Test in Ariadne Genomics Pathway Studio. Additional file 4 provides a list of these processes ordered by statistical significance. The five biological processes which were most significant are cell division, cell cycle, cell cycle regulation, DNA replication and mitosis. In these processes, all genes were expressed higher in B16 than in melan-a cells. 

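Members of the cell division, cell cycle, DNA replication and mitosis processes that passed the thresholds were all lower in melan-a, and a few members of cell cycle regulation were higher. For cell division, 12 of the 18 members in Additional file 5 were lower at every candidate probe, and for the cell cycle 19 of 22. The counts were 10 of 13 for DNA replication and 10 of 13 for mitosis. In these 4 processes 0 members were higher, and the rest were undecided or not found by symbol. Of the latter, Cenpf, Cdca8, Ncapg and Gins1 are in the paper's Additional file 3 under accessions without a symbol, and these entries were lower in melan-a at every candidate probe as well, which leaves no mitosis member undecided. Cyclin E2 (Ccne2), which drives entry into S phase, is undecided by its RefSeq entry, but the clone under which Additional file 3 holds it was lower at both candidate probes. In regulation of cell cycle progression, 14 of the 19 members were lower by symbol, Ccne2 not among them, and 3 were higher: Axl, the growth arrest gene Gadd45b and Fgf1. Gadd45b was 4.38-fold higher in melan-a (log2 ratio 2.13, n = 6 arrays, SE at most 0.43 and limma adjusted p at most 0.012 over 2 candidate probes). Prkca, also a member, had a log2 ratio of 0.59, and 2 of its 3 candidate probes passed. The study chose these genes on these arrays, so the counts are not independent evidence of direction.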

Examination of members within the processes reveals gene products that are clearly involved in promoting the cell division and DNA replication. For example, in the DNA replication set, 12 of the 13 genes encode proteins known to function directly in DNA synthesis or nucleotide metabolism (TOP2A, MCM2, MCM4, MCM6, CDC6, POLA, POLE, CDC45L, DUT, RNASEH2A, RPA1 and ZRF1). 

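Origin licensing and replication fork genes were lower in melan-a cells than in B16 cells. The replicative helicase subunit Mcm2 was 6.11-fold higher in B16 (log2 ratio -2.61, n = 6 arrays, SE at most 0.25 and limma adjusted p at most 0.00086 over 2 candidate probes). The helicase loader Cdc6 was 4.57-fold higher in B16, and Pola1, the catalytic subunit of DNA polymerase alpha, 4.32-fold (SE 0.28, adjusted p = 0.002 from limma). Dut, which removes dUTP, was 4.44-fold higher, Pole 2.75-fold and Dnajc2 (ZRF1) 2.55-fold. Pole did not pass at every candidate probe when replicate 2, 3, 5 or 6 was left out. Dnajc2 did not when replicate 1, 2, 3 or 5 was left out, nor at an adjusted p under 0.05. Additional file 5 names RPA2 in this set where the text names RPA1: Rpa2 was 2.11-fold and Rpa1 1.92-fold higher in B16. Mcm4 had a log2 ratio of -0.59, but not all of its 16 candidate probes passed, and Rnaseh2a was undecided at both of its entries in Additional file 2. In a wider list of 49 DNA replication genes fixed before the data were examined, 36 were lower in melan-a, 0 were higher, 2 were undecided and 11 were not found in the study's table by symbol. They included the sliding clamp Pcna, 4.83-fold higher in B16. The list leaned to lower expression in melan-a more than other genes did (Fisher's exact test, two-sided, adjusted p = 9.7e-10). Genes are not independent replicates, so this p compares counts of genes only. In the paper's Additional file 1, 10 of the 36 were also lowered by RA. The RA arrays were of another make, so absence of the others from that list need not mean that RA left them unchanged.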

The identity of each gene within the five processes is given in Additional file 5. Several significant biological processes (protein phosphorylation, proteolysis, apoptosis induction cell-cell signaling) contained genes that were overexpressed in melan-a cells. These findings are consistent with the more rapid doubling of B16 (16 hours in log phase) in contrast to melan-a cells (28 hours in log phase). 

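Genes that carry cells through mitosis were lower in melan-a cells, which the paper reports to divide more slowly than B16 cells. Of 51 mitosis genes listed beforehand, 36 were lower in melan-a, 0 were higher and 6 of the 42 that the study's table holds were undecided. The spindle checkpoint kinase Bub1 was 6.06-fold higher in B16 (log2 ratio -2.60, n = 6 arrays, SE at most 0.36 and limma adjusted p at most 0.0025 over 2 candidate probes). Fisher's exact test, two-sided, of the list against the other genes past the thresholds gave an adjusted p of 9.7e-10. Expression was measured at a single time, and no growth rate enters the arrays.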

The total number of genes in both columns is greater than 203 because several genes are present in more than one process.

We confirmed the authenticity of the microarray-measured expression changes for seven genes within the 203 gene set by quantitative real time polymerase chain reaction (qRT-PCR) (Table 3). 

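On the arrays the 7 genes differed between melan-a and B16 cells in the direction of the paper's qRT-PCR ratios, although the paper did not find the qRT-PCR difference of Plat to be significant. Top2a, the topoisomerase of chromosome segregation, was 9.49-fold higher in B16 (log2 ratio -3.25, SE 0.40, n = 6 arrays, limma adjusted p = 0.0016). Cdk1 (CDC2A), the main mitotic kinase, had a log2 ratio of -2.26 (SE at most 0.39 and limma adjusted p at most 0.0061 over 3 candidate probes), and the recombination gene Brca2 one of -1.52 (SE 0.24, adjusted p = 0.0044). Tinagl1, a matrix protein, was 3.99-fold higher in melan-a (log2 ratio 2.00, SE 0.22, adjusted p = 0.0011 in limma). The retinal reductase Dhrs3 was 2.69-fold higher (log2 ratio 1.43, SE 0.32, adjusted p = 0.02 in limma). Fgf1 was 2.59-fold higher in melan-a (adjusted p at most 0.0025). Plat, tissue plasminogen activator, was 3.22-fold higher (log2 ratio between 1.68 and 1.69, SE at most 0.42, limma adjusted p at most 0.031 over 2 candidate probes), and it no longer passed when replicate 2 or replicate 3 was left out. The other 6 genes stayed past the thresholds without any single replicate.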

All gene expression changes except for the *PLAT *melan-a vs. B16 ratio were verified by these independent analyses. Protein Kinase C alpha (PKCα), not listed here, but a member of the 203 gene set, has previously been verified by us using both Northern and Western analysis [25]. It is interesting to note that in most instances, the reported degree of difference in gene expression between melan-a vs. B16 or RA treatment at 48 h is greater by qRT-PCR analysis than by microarray analysis. Thus the microarray technology tends to underestimate changes in gene expression between the comparison groups. This phenomenon has been previously reported by Yuen et al. [26].

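The array ratios here are by construction those of Additional file 2. Set against them, the paper's qRT-PCR ratio lay farther from 1 for 5 of the 7 genes. For Top2a the paper's qRT-PCR ratio of melan-a over B16 is 0.00668, against 0.105 on the arrays, and for Cdk1 it is 0.0311 against 0.209. For Brca2 the paper gives 0.0938 by qRT-PCR, with 0.349 on the arrays. For Dhrs3 the paper's value of 133 compares with the 2.69-fold array ratio, and for Tinagl1 5.64 with 3.99. The paper's qRT-PCR ratios of Plat (1.43) and Fgf1 (2.35) lay closer to 1 than the array ratios. For Fgf1 this rests on the ratio of Additional file 2, since the paper's Additional file 3 gives 2.28 on the arrays, closer to 1 than qRT-PCR. The paper reasons from such differences that arrays tend to understate changes.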

**Table 3:** Validation of microarray-based mRNA levels by qRT-PCR

		**Microarray**		**qRT-PCR**	
		
**Gene**	**Accession Number**	**B16 48 h RA vs. control**	**melan-a vs. B16**	**B16 48 h RA vs. control**	**melan-a vs. B16**
*BRCA2*	NM_009765	0.30	0.36	0.301	0.0938
*CDC2A*	NM_007659	0.40	0.22	0.298	0.0311
*TOP2A*	NM_011623	0.50	0.11	0.226	0.00668
*TINAGL*	NM_023476	3.70	4.00	1.81	5.64
*PLAT*	NM_008872	2.10	3.33	3.15	1.43*
*DHRS3*	NM_011303	4.60	2.70	4.89	133
*FGF1*	NM_010197	2.20	2.27	3.53	2.35

All qRT-PCR values were significant by Bonferroni-corrected (n = 14) T-test with p < 0.01 with the exception of starred (*) value.

### Clustering and pathway analysis

Hierarchical clustering of the 203 genes over all 30 arrays (six replicates each of the RA-treated cells at 4 h, 10 h, 24 h, and 48 h, and six replicates of the melan-a cells compared to untreated B16 cells) is shown in Fig. 1. We observed that the 4 and 10 hours arrays tend to cluster together, indicating that there is little overall expression difference between these two time points. However, the 4 hour arrays and 10 hour arrays considered as a single set form a tight cluster, indicating that the expression at the 4- and 10-hour time points is significantly different from later time points. 

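Over genes of the 203 gene set the 6 arrays of melan-a vs. B16 ran closely together. The 32 members that matched a single probe, among them Axl, Spp1, Tgm2, Top2a and Brca2, gave Pearson correlations across genes from 0.76 to 0.96 over the 15 pairs of arrays (median 0.90). Genes are not independent replicates, and these were chosen by the study as differing on the same arrays. By Euclidean distance and average linkage, replicates 5 and 6 joined first, at 3.17, then replicates 3 and 4 at 5.14, and these 4 together at 5.77. Replicates 1 and 2 joined each other at 5.91 and the other 4 last, at 8.36. The mean absolute log2 ratio of these genes was 1.56 in replicate 1 and 2.30 in replicate 4. Over all probes the arrays correlated less, from 0.36 to 0.61 between arrays of the same dye orientation and from 0.07 to 0.54 between arrays of opposite orientation.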

The majority of the 48 h arrays form a single cluster, as do the majority of the arrays comparing melan-a expression to B16 expression. Furthermore, the expression at the 48 h time point for these 203 genes is closer to the expression in melan-a cells than to any of the RA-treated cells at other time points. The arrays at 24 h do not form a cluster, indicating that there is much greater variation in expression at this time point than at the other time points or in the melan-a expression profile.

**Figure 1:**
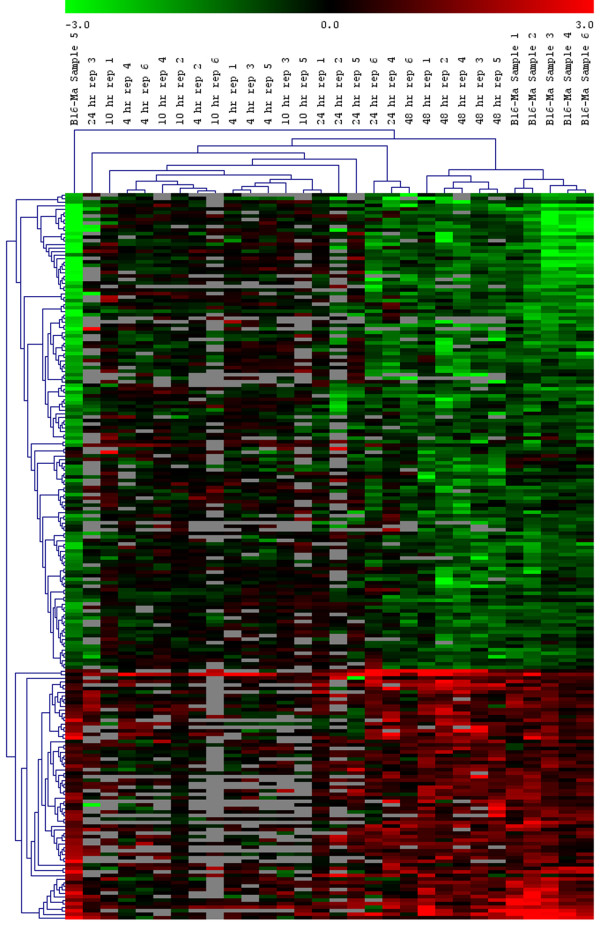
**Hierarchical clustering of the 203 genes for which RA treatment of B16 cells reverts the expression towards that of melan-a cells**. Average linkage was used with a Euclidean metric. The green-red color scale refers to log base two expression ratios with expression in untreated B16 cells as the denominator in all cases. Grey cells represent values which failed to pass the minimum expression level filter.

Lastly we used Pathway Studio v5.0 (Ariadne Genomics) program to identify and illustrate molecular connections between the proteins encoded by the 203 gene set. This program searches through the ResNet database for all known interactions between genes/proteins such as physical interaction, regulation of expression and protein modification (e.g. phosphorylation) and expresses the result in graphical form (Fig. 2). We calculated the statistical significance of the number of interactions, accounting for the number of known interactions in the Pathway Studio database. Those with Holm-Bonferroni adjusted *p *< 0.05 are shown in Table 4. 

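All 4 genes, which act at the start of S phase and at the entry into mitosis, were lower in melan-a cells. The checkpoint kinase Chek1 was 3.58-fold higher in B16 (log2 ratio -1.84, n = 6 arrays, SE at most 0.36 and limma adjusted p at most 0.0099 over 3 candidate probes). Cdc45, which helps to build the replicative helicase, was 3.43-fold higher in B16 (adjusted p at most 0.011, limma), and the helicase subunit Mcm6 2.18-fold (adjusted p at most 0.0096, limma). Cdc2 (Cdk1) was lower in melan-a on each of the 6 arrays at all 3 candidate probes. Of the 20 genes of Table 4, 13 were lower in melan-a and 3 were higher (Fgf1, Gadd45b and Plat), while Mcm4, Stat2, Hspa9 and Agt were undecided.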

Based on the most significant *p*-values, we identified four major "hubs" for connectivity; cell division cycle 2 protein (CDC2), checkpoint kinase 1(CHEK1), CDC45 cell division cycle 45-like (CDC45L) and minichromosome maintenance deficient protein 6 (MCM6). Three hubs with relatively high numbers of interactions (p53 protein (TP53), cyclin-dependent kinase inhibitor 1A protein (CDKN1A/p21/WAF1/CIP1) and CMYC protein) also met our criteria for statistical significance but with lower *p*-values.

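Myc, the growth-promoting transcription factor, had lower expression in melan-a cells (log2 ratio -1.32, n = 6 arrays, SE at most 0.32 and limma adjusted p at most 0.027 over 7 candidate probes). Differences in the other 2 hubs were smaller. Trp53 was 1.73-fold higher in B16 (adjusted p at most 0.085 over 6 candidate probes, limma), and its target Cdkn1a (p21) had log2 ratios between -0.98 and -0.82 over 11 candidate probes (adjusted p at most 0.084, limma). Neither passed at an adjusted p under 0.05 at every candidate probe. Leaving out a replicate ended the call of Trp53 in each case and that of Cdkn1a in all but replicate 1. A call ends when any candidate fails, so this need not reflect the gene's own probe. The lowest limma adjusted p among the candidates was 0.0047 for Trp53 and 0.0029 for Cdkn1a. Of 25 CDK inhibitors and p53 targets listed beforehand, 3 were higher in melan-a, Gadd45b, Phlda3 (2.30-fold) and Cdkn2b (2.10-fold), and 4 were lower, Cdkn1a, Trp53, Bax and Ccng1. No lean to one side was detected (adjusted p = 1 by Fisher's exact test, two-sided).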

**Table 4:** Number of interactions among genes in the 203 gene set

Gene	Number of Interactions	Adjusted p-value
*CDC2*	17	1.25 × 10^-08^

*CHEK1*	9	1.05 × 10^-07^

*CDC45L*	5	1.03 × 10^-06^

*MCM6*	5	1.98 × 10^-05^

*P21*	13	2.66 × 10^-05^

*MCM4*	5	6.96 × 10^-05^

*CDC6*	6	1.70 × 10^-04^

*GADD45B*	4	3.44 × 10^-04^

*CMYC*	13	5.55 × 10^-04^

*PLAT*	6	6.17 × 10^-04^

*FGF1*	5	1.50 × 10^-03^

*CDC25B*	4	3.11 × 10^-03^

*MCM2*	4	8.50 × 10^-03^

*STAT2*	11	0.0119

*BRCA2*	7	0.0334

*SPA9A*	2	0.0361

*P53*	19	0.0366

*TIMM23*	2	0.0367

*GMNN*	3	0.0407

*AGT*	10	0.0436

Genes listed are those which have a statistically significant number of interactions according to Fisher's Exact Test with Holm-Bonferroni adjusted *p*-value < 0.05.

**Figure 2:**
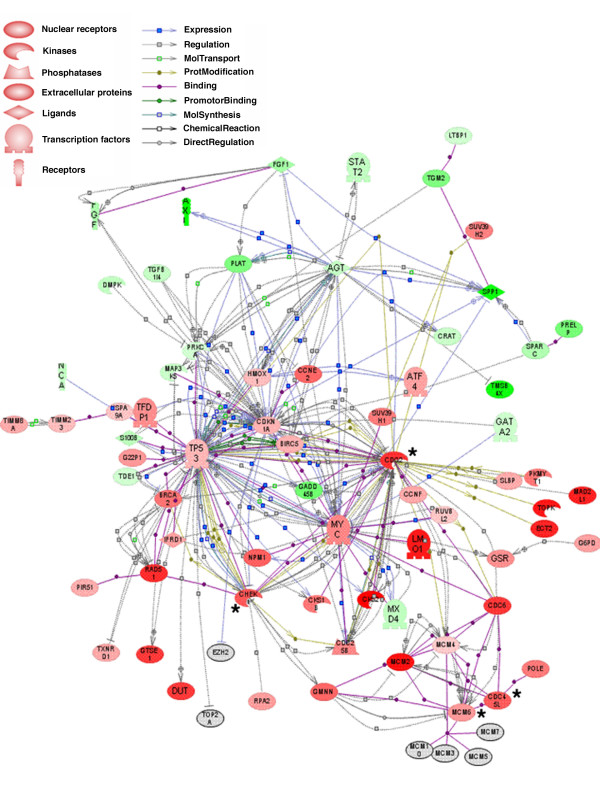
**Pathway Studio Analysis of 203 Gene Set**. Out of 203 genes, 74 genes were found to be involved in direct interactions. Protein hubs which have most significant interactions (CDC2, CHEK1, CDC45L and MCM6) are marked with an asterisk (*). Although there are relatively large numbers of interactions stemming from TP53, P21 and CMYC, these proteins were not among the most statistically significant hubs. Green color indicates a gene is upregulated in melan-a relative to B16 whereas red color indicates that a gene is downregulated in melan-a relative to B16. Color intensity reflects the expression ratio.

## Discussion

RA has the ability to induce differentiation and/or growth arrest in a variety of cancer cells [15]. However, the genes and pathways that mediate the biological effects of RA have not been fully elucidated. B16 mouse melanoma cells are very sensitive to RA treatment and respond by undergoing growth arrest and differentiation [16]. In this study we used mouse DNA microarrays to determine the time-dependent changes in gene expression in control vs. RA-treated B16 mouse melanoma cells. Our results show a small number of changes, mostly increases, in gene expression at early time points (4–10 h).

There was a major increase in the number of genes whose expression changed at 48 h of RA treatment and at this time point genes that were downregulated outnumbered those that were upregulated. To our knowledge, this is the first reported study of time-dependent changes in gene expression in RA-treated melanoma cells. Other studies have examined time-dependent gene expression changes in human embryonal carcinoma cells [27], F9 teratocarcinoma cells [28], and mouse skin [29] treated with RA. Similar to our results, a much larger number of genes had altered expression at 24–48 h of RA treatment. Comparison of the identity of RA-regulated genes in these studies with those reported here reveal some commonality of genes such as *RAR-β2*, *PKCα *and insulin-like growth factor binding protein 6, but also a number of different gene expression changes. Possible explanations for these differences are analysis of different cell types, use of different microarray platforms and different methods of statistical analysis.

In the hierarchical clustering analysis (Fig. 1) the 4 and 10 h RA-treated B16 cell-gene expression changes formed a tight cluster as do the 48 h RA-treated B16 cell gene changes. However, the changes in gene expression in 24 h RA-treated B16 cells did not form a cluster. This implies more variability in gene expression around this time of RA treatment, possibly because there are dramatic changes in gene expression around this time point.

The second microarray data set is a comparison between gene expression in untreated B16 mouse melanoma cells and melan-a mouse melanocytes. Both of these cell lines are derived from the same C57BL/6 inbred mouse strain. The melan-a cells have a longer replicative life-span than primary mouse melanocytes before they enter senescence [20]. 

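DNA repair and checkpoint genes were mostly lower in melan-a cells. Fanca, which takes part in the repair of DNA crosslinks, was 3.31-fold higher in B16 (log2 ratio -1.73, n = 6 arrays, SE at most 0.27 and limma adjusted p at most 0.0038 over 3 candidate probes). The helicase Brip1 was 2.87-fold higher in B16 (adjusted p at most 0.0085 over 4 candidate probes, limma). Of 47 DNA repair and checkpoint genes fixed before the data were examined, 19 were lower in melan-a, only the nucleotide excision repair gene Xpa was higher, 4 were undecided and 23 were not found in the study's table by symbol. The lean to lower expression exceeded that of the other genes past the thresholds (Fisher's exact test, two-sided, adjusted p = 0.00036).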

Significant differences in expression are found in genes encoding cell cycle regulatory proteins, DNA metabolism, and DNA repair enzymes. There have been a number of studies comparing gene expression profiles in human melanocytes to human melanoma cell lines [30,31] and human nevus tissue to various stages of human melanoma tumors from patients [32,33], but very little information is available comparing expression profiles in mouse melanocytes with mouse melanoma cells. Despite the species difference, a number of genes which had altered expression in human melanocytes vs. human melanoma cells, such as *CDC2*, *C-MYC*, DNA repair enzymes and differentiation/embryonic markers, were found to be altered in the expression profiles between melan-a and B16 cells. 

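Pigment cell and neural crest genes went both ways. Oca2, a melanosomal transport protein, was 5.86-fold higher in melan-a (log2 ratio 2.55, SE 0.51, n = 6 arrays, 5 of them higher, limma adjusted p = 0.012), and the receptor Kit, on which melanocytes depend, 1.85-fold (SE 0.13, adjusted p = 0.0027, limma). Cited1 and Mlph were higher too, while Gpnmb and Bloc1s5 were lower in melan-a, the latter 1.85-fold. These 6 are the calls among 27 pigmentation genes. Tyr, Tyrp1, Dct and Mitf were not found by symbol in Additional file 2, so the study did not list them as differing under a symbol. No probe could be named for them, and the same holds for Cdkn2a and Braf. Nras is listed there only through a clone without a symbol and was not evaluated. Of 19 Schwann cell and neural crest markers, 6 were higher in melan-a, among them S100b (1.86-fold), and 2 were lower, with the myelin gene Mbp 5.48-fold and the crest transcription factor Sox9 2.71-fold higher in B16. S100b did not pass without replicate 1, 2, 3 or 6, nor Bloc1s5 without replicate 2. With so few calls no lean to one side was detected in either list (adjusted p = 0.51 for pigmentation and 0.21 for the neural crest markers, Fisher's exact test, two-sided).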

Our findings suggest that B16 melanoma cells serve as a valid model for studying human melanoma

We sought to determine whether there were common genes between the microarray data set generated from RA treatment of B16 melanoma cells and the microarray data set comparing the gene expression of melan-a to B16 cells. We found that there were 233 genes in common between these two data sets. Within this group, the large majority, 203 genes, (87%) had their expression altered by RA treatment of B16 melanoma cells toward the levels found in melan-a cells. In general, RA treatment decreases the expression of genes involved in cell division/cell cycle, DNA replication and repair, and transcription regulation. It also decreases expression of the genes involved in DNA recombination and protein folding. In contrast, RA increases the expression of genes that regulate cell-cell signaling, cell adhesion and cell differentiation and development. Considering that RA inhibits cell replication and stimulates differentiation, these RA-induced changes in gene expression reflect the reprogramming of the B16 cells toward the melan-a (normal) phenotype. The reversion is not complete since some genes whose expression is decreased in B16 melanoma cells relative to melan-a cells (e.g. cell adhesion and extracellular matrix proteins) are not regulated by RA. 

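Melan-a cells expressed more of the genes for fibronectin, several collagens and the gelatinase Mmp2 than B16 cells. Fibronectin (Fn1) was 7.27-fold higher in melan-a (log2 ratio 2.86, SE 0.45, n = 6 arrays, limma adjusted p = 0.0043), Col1a1 7.18-fold (SE 0.61, adjusted p = 0.016, limma) and Mmp2 6.11-fold (SE 0.34, adjusted p = 0.002, limma). Each was higher on all 6 arrays. Of 55 extracellular matrix and adhesion genes listed beforehand, 17 were higher in melan-a, 2 were lower (Itga4 and Nid1), 2 were undecided and 34 were not found in the study's table by symbol, a lean to higher expression (Fisher's exact test, two-sided, adjusted p = 0.00036). Of the 17 higher genes, 14 are absent under their accession from the paper's list of RA-regulated genes, Fn1, Col1a1 and Mmp2 included, and 3 were raised by RA in it (Ecm1, Prelp and Sparc). Of the 14, Ncam1 was raised by RA in the paper under another accession. The RA experiment used MWG arrays in place of Agilent ones. Absence from its list can therefore also mean that a gene had no probe there or stood under another accession. Among 20 fibroblast markers, 3 were higher in melan-a as well, Col1a1, Tagln (6.58-fold) and Acta2, and 0 were lower. Acta2 has the same listed fold as Fam107b and so the same 3 candidate probes. The medium of melan-a cells differed from that of B16 cells.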

Finally, we note that only three genes within the 203 gene set were differentially regulated by RA at 4 h. (1) *DHRS3*, a member of SDR family, encodes an enzyme which catalyzes the reduction of all *trans*-retinal to all-*trans*-retinol in the presence of NADPH and is highly expressed in the retina [34]. (2) Mouse *CAMK2Nl *mRNA is induced 2.2 fold by RA at 4 h and is downregulated 3.8 fold in B16 relative to melan-a cells. This protein exhibits strong similarity (97.44%) to the human CAMKIINα which has been shown to inhibit cell cycle progression in S phase in human colon adenocarcinoma cells [35]. 

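The study lists this gene as a RIKEN clone, whose name is a synonym of Camk2n1 in the RefSeq gene table. Its expression was 3.77-fold higher in melan-a (log2 ratio 1.91, n = 6 arrays). The fold matched 2 candidate probes, whose SE was 0.14 and 0.56, with a limma adjusted p of at most 0.058. At least 5 of 6 arrays were higher in melan-a at either probe. Both passed the thresholds, but not both at an adjusted p under 0.05, and not both when replicate 2, 3 or 4 was left out.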

(3) Although RIKEN *cDNA 3110001A13 *had significant homology to human, chimp, macaque and rat cDNAs (Blast search results not shown), no function has been ascribed to its predicted protein.

To determine the pathway(s) that mediate the effect of RA inhibition of cell proliferation and stimulation of differentiation, we used Pathway Studio v5.0 software to discover relationships between the proteins encoded by the 203 gene set. We found 74 genes (36%) whose encoded proteins have known connections either through physical interaction, regulation of gene expression or protein modification (e.g. phosphorylation). These interactions clustered around four major "hub" proteins: CDC2, CHEK1, CDC45L and MCM6. We note that even though these four proteins had small numbers of partners, by using the Fisher Exact Test we found that these hubs were statistically enriched for molecular interactions. In addition, three other proteins p53, p21 and CMYC appear to be important since they have large numbers of known interactions. Zhang and Rosdahl [36] found that RA treatment of human melanoma cells increased the expression of p53, while Vertuani et al. [37] observed p53 to be increased in RA-treated human uveal melanoma cells. Likewise there are numerous reports that RA alters the expression of p21^WAF-1/CIP-1 ^in a variety of tumor cells [38,39]. Gompel [40] found that RA decreases the expression and activity of CDK1 (CDC2) and there are a variety of studies showing that RA inhibits the expression of C-MYC [41,42]. In contrast, no evidence has been published that RA regulates CHEK1 gene expression. CHEK1 is involved in stopping cells from progressing through the cell cycle while DNA damage is repaired. Increased expression of this gene is frequently associated with resistance to chemotherapy [43]. A search of the PubMed database revealed no publications linking retinoic acid to the regulation of MCM6 or CDC45L. Further analysis of the time-dependent changes in RA-induced gene expression is needed to define the sequence of pathways that lead to RNA expression levels found in the 203 gene set.

## Conclusion

Our study has shown that RA regulates the expression of 4.8% of the total known mouse genes in B16 mouse melanoma cells over the course of 48 h of treatment. Alteration of the expression of these genes is associated with RA-induced growth arrest and differentiation of B16 mouse melanoma cells. We also found that ~13.7% of the total known mouse genes were differentially expressed in melan-a mouse melanocytes vs. B16 mouse melanoma cells. In comparing these two data sets, we found 233 common genes. Within this set, 203 genes in B16 melanoma cells had their RNA expression "normalized" toward the melan-a level by treatment with RA. Pathway analysis of the proteins encoded by this 203 data set revealed that 32% are involved in common interactions. The major hubs of connectivity are centered around CDC2, CHEK1, CDC45L and MCM6. It is likely that these four genes and their encoded proteins play a major role in RA-induced growth arrest and differentiation of B16 mouse melanoma cells.

## Methods

### Cell culture

B16 mouse melanoma cells obtained from the American Type Culture Collection were grown in DMEM (Invitrogen, Carlsbad, CA), supplemented with 10% bovine calf serum (Hyclone Laboratories, Logan, UT) at 37°C in a 5% CO_2_/95% air humidified atmosphere. Cells were treated for 4, 10, 24, and 48 h with 10 μM RA (Fluka Chemical Corp., Ronkonkoma, NY). Control cells received the solubilization vehicle, DMSO. All manipulations involving RA were conducted under subdued lighting or yellow lights in order to minimize photo-oxidation. Melan-a cells (non-malignant mouse melanocytes) were a generous gift from Dr. Dorothy Bennett (St. George's Hospital, London, England). They were grown in RPMI 1640 medium with 5% fetal bovine serum supplemented with 200 nM phorbol 12-myristate 13-acetate plus antibiotics.

### RNA extraction and DNA microarray analysis

Control and RA-treated B16 cells were harvested at 4, 10, 24, and 48 h of treatment. Melan-a and B16 cells were seeded at appropriate cell numbers so that at harvest (72 h after seeding) they would be at approximately the same degree of confluence on the tissue culture dishes. RNA was extracted using TRI Reagent (Sigma Chemical Co., St. Louis, MO) according to the manufacturer's suggested protocol. RNA quality was assessed by electrophoretic analysis on an Agilent Model 2100 Bioanalyzer (Santa Clara, CA). All RNA samples used for expression profiling had RNA Integrity Numbers greater than 9.

MWG Biotech (Ebersberg, Germany) Mouse 30K arrays were used to identify genes in B16 melanoma whose expression was altered by treatment with 10 μM RA for the various time periods using a balanced block design. All treatments were repeated 6 times to provide biological replicates for the microarray analysis. Labeled cDNAs were prepared from total RNA using the Invitrogen SuperScript II direct cDNA labeling system in the presence of either Cyanine-3 (Cy3) dCTP or Cyanine-5 (Cy5) dCTP (Perkin Elmer, Waltham, MA). For each time point, three of the arrays were hybridized with Cy3 labeled cDNA from the untreated cells and Cy5 labeled cDNA from treated cells. The remaining three arrays were hybridized with the labeling reversed to eliminate the effects of differential dye incorporation. The amounts of dye incorporated into cDNA were measured on a NanoDrop spectrophotometer (ThermoFisher Scientific, Pittsburgh, PA). Equimolar amounts of Cy3 and Cy5 labeled cDNAs were combined and added to MWG hybridization solution. This solution was heated for 3 min. at 95°C, cooled on ice for 3 min., and added to the microarray slide. Hybridizations were carried out for 16 h at 42°C on a GeneTAC hybridization station (Genomic Solutions, Ann Arbor, MI). Slides were washed on the automated hybridization station according to a Genomic Solutions protocol. Slides were scanned on a PerkinElmer ScanArray Express Microarray Scanner.

For the melan-a vs. B16 melanoma expression profiles, we employed the same balanced block design with a dye swap using six biological replicates. Equimolar amounts of the Cy3 and Cy5 labeled cDNAs were loaded onto Agilent Whole Mouse Genome Arrays, and hybridized for 17 h at 60°C using a MAUI hybridization system (BioMicroSystems, Salt Lake City, UT). The microarray slides were then washed using Agilent Gene Expression Wash Buffer and scanned using a Perkin Elmer ScanArray Express scanner.

### Statistical Analysis of Microarray Data

Feature intensities for the RA time course were extracted from the scanned image using PerkinElmer ScanArray software with the default lowess normalization settings; for melan-a vs. B16 comparisons, intensities were extracted using ImaGene software (BioDiscovery, El Segundo, CA). All extracted data were exported to Microsoft Excel (Microsoft Corporation, Redmond, WA) as tab delimited files. For each feature, a low intensity filter was applied in which data were only included if the total background-subtracted intensity of the two channels was greater than 400. The log base 2 of the expression ratios of RA-treated samples to untreated samples or the log base 2 of the expression ratios of melan-a samples to B16 samples were computed, and assembled into a single tab-delimited file for each comparison. Each file was imported to the Multiple Experiment Viewer (MeV) v4.0 [44] to perform statistical analysis.

Calculated log ratios were compared for significant deviation from zero using one-class Significance Analysis of Microarrays (SAM) [22]. This analysis was performed independently at each time point for the RA treatment experiments and for the melan-a vs. B16 experiment. In each case, only probes for which at least three of the six replicates passed the low intensity filter were included in the analysis. SAM was performed with the maximum number of unique permutations available, and delta values were chosen to give a median False Discovery Rate of 10%. All other parameters were set to the MeV defaults. Features found to be statistically significant by this analysis were subsequently filtered for a minimum fold change greater than 1.5. In both array platforms, a number of genes are represented by multiple probes. Additionally, a number of identical probes are represented as multiple features on the array. For genes which were determined to be significantly differentially expressed and which were represented by multiple features on the array, we report the feature with the largest fold change. In the melan-a vs. B16 comparison, three genes represented by multiple features were reported to be significantly differentially expressed with some features showing overexpression in melan-a and some showing underexpression in melan-a. These genes, which were not reported as significantly differentially expressed at any time point in the RA treatment comparison, were eliminated from the results as being internally inconsistent.

We compiled a set of all genes differentially regulated by RA at one or more time points and intersected this set with those genes differentially expressed in the melan-a vs. B16 cell experiment. We restricted this intersection to those genes which were upregulated by RA and overexpressed in melan-a cells OR which were downregulated by RA and underexpressed in melan-a cells. Hierarchical clustering was performed on the resulting gene set using MeV. Both gene clusters and sample clusters were computed using the Euclidean metric and average linkage. Microarray data may be accessed at the NCBI Gene Expression Omnibus (GEO) database (accession # GSE11588).

### Independent verification of gene expression changes

We selected seven genes from the 203 gene set to validate the microarray results. Total RNA was extracted from untreated and 48 h RA-treated B16 cells and melan-a cells as described above. qRT-PCR assays were used to measure expression of the selected genes. For qRT-PCR, total RNA was reverse transcribed into cDNA with the Advantage RT-for-PCR system (Clontech, Mountain View, CA) in the presence of random primers. The real time amplifications were carried out using a TaqMan Universal PCR Mastermix (ABI, Foster City, CA) and TaqMan probes specific for *BRCA2*, *CDC2A*, *TINAGL*, *PLAT*, *TOP2A*, *DHRS3 *and *FGF1*. All amplifications were performed on an ABI Model 7000 Sequence Detection System with the following cycles: 95°C for 10 min, and 40 cycles of 95°C for 15 s and 60°C for 1 min. Each assay was performed in triplicate and resulting qRT-PCR data was analyzed used a modification of the ΔΔCt method that accounts for variations in primer efficiency [45]. 18S rRNA was used as the reference gene for all normalizations. *p *values were computed for the RA-treated and melan-a ΔCt values compared by T test to the untreated B16 ΔCt values and corrected by Bonferroni correction for multiple hypothesis testing.

### Pathway analysis

In order to identify molecular interactions among the protein products of 203 genes, we entered the expression data from these genes into Pathway Studio software [Rockville, MD] and set the analysis for the identification of direct interactions within the gene set. We used Fisher's Exact Test as implemented by Pathway Studio to determine the *p*-value associated with the biological processes, and subsequently adjusted for multiple hypothesis testing using the Holm-Bonferroni method [46] with an overall type-1 error rate of 0.05. In order to determine statistical significance of the "hubs" in the graphical output, we directly implemented Fisher's Exact Test with the same parameters using custom-written Java code. The Holm-Bonferroni adjusted *p*-values reported for the hubs indicate the significance level for the number of connections to other genes in our set, accounting for the number of known connections in the Pathway Studio database.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

ME conducted the time-course treatment of B16 melanoma cell with RA, and did the classification of RA-regulated genes for biological function. GB conducted all of the microarray experiments, carried out the data extraction and performed the pathway interaction analysis. JD was responsible for the statistical analysis of significance of all gene expression changes on the microarrays, as well as the hierarchical clustering. SM performed all the experiments using qRT-PCR to confirm the microarray results for the seven selected genes. DP had overall responsibility for the execution of the microarray assays and statistical analyses of the data. RMN wrote the manuscript and was responsible for the overall design of the project and data interpretation. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **List of genes whose expression is significantly regulated by RA treatment at one or more time point.** Statistical significance is determined by SAM with a false discovery rate of 10%, and a minimum fold change of 1.5. Average fold changes across six replicates are reported for significant changes only. Gene IDs (first column) are linked to search pages at the National Center for Biotechnology Information. Click here for file

Additional file 2 **List of genes whose expression is significantly different between the melan-a and B16 cell lines.** Statistical significance is determined by SAM with a false discovery rate of 10% and a minimum fold change of 1.5. Average fold changes across six replicates are reported. Gene IDs (first column) are linked to search pages at the National Center for Biotechnology Information. Click here for file

Additional file 3 **Members of the 203 gene set, fold change at 48 h of RA treatment and relative expression in melan-a vs.** B16 cells. Click here for file

Additional file 4 Classification of 203 Gene Set Members According to Gene Ontology Biological Processes. Processes were ranked by p-value which is the Holm-Bonferroni adjusted probability of a random set of 203 genes containing at least the stated representation in the Pathway Studio database. The number of members within each process that are expressed lower in melan-a, higher in melan-a and the total number of members are provided in columns 2, 3 and 4 respectively. Click here for file

Additional file 5 **Members of 203 gene set which are components of the major biological processes.** Using Pathway Studio, we identified biological processes which were enriched for members of the 203 gene set. Members of the five processes that are most significantly enriched according to Fisher's Exact Test are given. Click here for file

# Supplementary material for: Global analysis of gene expression changes during retinoic acid-induced growth arrest and differentiation of melanoma: comparison to differentially expressed genes in melanocytes vs melanoma
**Source:** BMC Genomics. 2008 Oct 11;9:478. doi: 10.1186/1471-2164-9-478
**Supplement:** Additional file 1 — List of genes whose expression is significantly regulated by RA treatment at one or more time point. Statistical significance is determined by SAM with a false discovery rate of 10%, and a minimum fold change of 1.5. Average fold changes across six replicates are reported for significant changes only. Gene IDs (first column) are linked to search pages at the National Center for Biotechnology Information.

Supplemental Table 1.

Additional file 1. List of genes whose expression is
significantly regulated by RA treatment at one or more time point. Statistical
significance was determined by SAM with a false discovery rate of 10%, and a
minimum fold change of 1.5. Average fold changes across six replicates are
reported for significant changes only. Gene IDs (first column) are linked to
search pages at the National Center for
Biotechnology Information.

# Supplementary material for: Global analysis of gene expression changes during retinoic acid-induced growth arrest and differentiation of melanoma: comparison to differentially expressed genes in melanocytes vs melanoma
**Source:** BMC Genomics. 2008 Oct 11;9:478. doi: 10.1186/1471-2164-9-478
**Supplement:** Additional file 2 — List of genes whose expression is significantly different between the melan-a and B16 cell lines. Statistical significance is determined by SAM with a false discovery rate of 10% and a minimum fold change of 1.5. Average fold changes across six replicates are reported. Gene IDs (first column) are linked to search pages at the National Center for Biotechnology Information.

Supplemental Table 2.

Additional file 2. List of genes whose expression is
significantly different between the melan-a and B16 cell lines. Statistical
significance was determined by SAM with a false discovery rate of 10% and a
minimum fold change of 1.5. Average fold changes across six replicates are
reported. Gene IDs (first column) are linked to search pages at the National Center for Biotechnology
Information.

# Supplementary material for: Global analysis of gene expression changes during retinoic acid-induced growth arrest and differentiation of melanoma: comparison to differentially expressed genes in melanocytes vs melanoma
**Source:** BMC Genomics. 2008 Oct 11;9:478. doi: 10.1186/1471-2164-9-478
**Supplement:** Additional file 3 — Members of the 203 gene set, fold change at 48 h of RA treatment and relative expression in melan-a vs. B16 cells.

Additional file 3.

Members of the 203 gene set, fold change at 48 h of RA treatment and relative expression in melan-a vs. B16 cells.

Accession#	Name	B16 + RA<br>48hr	melan-a/<br>B16
NM_011623	topoisomerase (dna) ii alpha; top2a	0.51	0.11
NM_025415	CDC28 protein kinase regulatory subunit 2	0.57	0.15
AJ237585	chromosome condensation protein G	0.49	0.15
NM_008564	mini chromosome maintenance deficient 2; mcmd2	0.60	0.16
NM_023209	t-cell-originated protein kinase; 2810434b10rik	0.46	0.17
NM_057173	lim only 1; lmo1	0.33	0.18
NM_019499	mitotic arrest deficient-like 1; mad2l1	0.53	0.19
NM_011369	shc sh2-domain binding protein 1; shcbp1	0.45	0.19
NM_007900	ect2 oncogene; ect2	0.46	0.19
NM_013538	cell division cycle associated 3	0.49	0.19
NM_009791	calmodulin binding protein 1; calmbp1	0.46	0.20
NM_026139	armadillo repeat containing, X-linked 2	0.66	0.20
NM_011234	rad51 homolog (s. cerevisiae); rad51	0.58	0.20
NM_007659	cell division cycle 2 homolog a (s. pombe); cdc2a	0.48	0.21
NM_011799	cell division cycle 6 homolog (s. cerevisiae); cdc6	0.52	0.22
NM_025581	riken cdna 2810433k01; 2810433k01rik	0.57	0.22
NM_013882	g two s phase expressed protein 1; gtse1	0.53	0.23
NM_023595	dUTP pyrophosphatase	0.63	0.23
NM_008892	dna polymerase alpha 1; 180 kda; pola1	0.44	0.23
AK010905	cell division cycle associated 8	0.45	0.26
NM_016662	max dimerization protein 3; mad3	0.45	0.26
NM_026631	nucleolar protein family A, member 2	0.58	0.26
NM_016750	h2a histone family; member z; h2afz	0.56	0.26
NM_007691	checkpoint kinase 1 homolog (s. pombe); chek1	0.48	0.28
AK013116	homolog to hypothetical protein k1aa0186	0.35	0.28
NM_025380	eukaryotic translation elongation factor 1 epsilon 1	0.51	0.29
NM_009862	cell division cycle 45 homolog-like; cdc45l	0.58	0.29
AK006487	RIKEN cDNA 1700029F09 gene	0.49	0.30
NM_026024	HSPC150 protein	0.55	0.30
NM_025979	microtubule associated serine/threonine kinase-like	0.44	0.30
NM_008722	nucleophosmin 1; npm1	0.55	0.30
NM_011638	transferrin receptor; trfr	0.60	0.30
NM_020567	geminin; geminin-pending	0.58	0.31
NM_009308	synaptotagmin 4; syt4	0.68	0.31
AK011883	cdna clone cyclin e2	0.24	0.32
NM_019482	pannexin 1; panx1	0.59	0.35
NM_009765	breast cancer 2; brca2	0.54	0.35
NM_019939	membrane protein (maguk p55 subfamily member 6)	0.34	0.35
NM_023058	membrane-associated cdc2-inhibitory kinase	0.55	0.35
NM_016904	cdc28 protein kinase 1; cks1	0.41	0.36
NM_009391	ran; member ras oncogene family; ran	0.51	0.36
NM_011132	dna polymerase epsilon; pole	0.45	0.36

NM_007684	centrin 3; cetn3	0.54	0.37
NM_011514	suppressor of variegation 3-9 homolog 1; suv39h1	0.49	0.37
NM_026030	eukaryotic translation initiation factor 2; subunit 2	0.53	0.38
NM_009770	b-cell translocation gene 3; btg3	0.55	0.38
NM_022724	suppressor of variegation 3-9 homologue 2; suv39h2	0.53	0.39
NM_009584	zuotin related factor 2; zrf2	0.44	0.39
NM_010849	myelocytomatosis oncogene; myc	0.50	0.40
NM_024169	FK506 binding protein 11, 19 kDa	0.37	0.40
NM_023117	cell division cycle 25 homolog b; cdc25b	0.62	0.41
NM_024223	cysteine-rich protein 2	0.54	0.41
NM_026656	mucolipin 2	0.18	0.42
NM_009361	transcription factor dp 1; tfdp1	0.56	0.43
NM_026352	peptidylprolyl isomerase d (cyclophilin d); ppid	0.58	0.43
NM_010344	glutathione reductase 1; gsr	0.65	0.43
NM_025928	polyamine-modulated factor 1	0.48	0.44
NM_011499	serine/threonine kinase receptor associated protein	0.52	0.45
NM_028712	rap2b; member of ras oncogene family; rap2b	0.37	0.45
AK014396	copine IV	0.48	0.45
NM_011605	thymopoietin; tmpo	0.64	0.46
NM_019814	hypoxia induced gene 1; hig1-pending	0.55	0.46
NM_019698	aldehyde dehydrogenase 18 family, member A1	0.49	0.46
NM_008567	mini chromosome maintenance deficient 6; mcmd6	0.60	0.46
NM_010247	thyroid autoantigen 70 kda; g22p1	0.61	0.46
NM34084	expressed sequence aw457192; aw457192	0.66	0.46
NM_008799	programmed cell death 2; pdcd2	0.51	0.47
NM_016710	nucleosome binding protein 1; nsbp1	0.57	0.47
NM_025695	SMC6 structural maintenance of chromosomes 6	0.62	0.47
NM_011284	replication protein a2; rpa2	0.47	0.47
AK014608	homolog to cdna flj13936 fis; clone y79aa1000802	0.26	0.48
NM_021511	regulator for ribosome resistance homolog	0.54	0.48
NM_009226	small nuclear ribonucleoprotein d1; snrpd1	0.54	0.49
NM_020619	glucosidase 1; gcs1	0.59	0.49
NM_025564	riken cdna 2010012c16; 2010012c16rik	0.60	0.49
NM_009716	activating transcription factor 4; atf4	0.47	0.49
NM_013536	gene rich cluster; c2f gene; grcc2f	0.62	0.49
NM_016905	galactokinase; glk	0.51	0.49
NM_013562	interferon-related developmental regulator 1; ifrd1	0.53	0.49
NM_008298	dnaj (hsp40) homolog; subfamily a; member 1	0.49	0.49
AK011942	cdna clone homolog to dj383j4.3	0.25	0.49
NM_019468	glucose-6-phosphate dehydrogenase 2; g6pd2	0.48	0.49
NM_010634	fatty acid binding protein 5 (psoriasis-associated)	0.31	0.50
AF194970	centromere protein F, 350/400ka (mitosin)	0.55	0.51
NM_010792	methyltransferase-like 1 (s. cerevisiae); mettl1	0.52	0.51
NM_028232	shugoshin-like 1 (S. pombe)	0.50	0.51
NM_009004	rab6; kinesin-like; rab6kifl	0.57	0.51
NM_015762	thioredoxin reductase 1; txnrd1	0.86	0.52
NM33807	expressed sequence aa959742; aa959742	0.49	0.52
NM_007634	cyclin f; ccnf	0.57	0.53
NM_016661	s-adenosylhomocysteine hydrolase; ahcy	0.50	0.53

NM_015774	ero1-like (s. cerevisiae); ero1l	0.41	0.53
NM_009193	stem-loop binding protein; slbp	0.60	0.53
NM_013898	translocase of inner mitochondrial membrane 8	0.29	0.53
NM_053089	riken cdna 5730450d16; narg1-pending	0.61	0.53
NM_009013	rad51 associated protein 1; rad51ap1	0.61	0.54
NM33933	expressed sequence au018702; au018702	0.51	0.54
NM_018757	expressed in non-metastatic cells 6; protein; nme6	0.45	0.54
NM_025310	FtsJ homolog 3 (E. coli)	0.52	0.54
NM_025281	ly1 antibody reactive clone; lyar	0.60	0.55
NM_009689	baculoviral iap repeat-containing 5; birc5	0.42	0.55
NM_010178	FUS interacting protein (serine-arginine rich) 1	0.58	0.55
NM34092	expressed sequence ai429604; ai429604	0.34	0.56
NM_007669	cyclin-dependent kinase inhibitor 1a (p21); cdkn1a	0.60	0.57
NM_007573	complement component 1; c1qbp	0.49	0.58
NM_011640	transformation related protein 53; trp53	0.55	0.58
NM_026041	CGI-115 protein	0.40	0.59
AK010292	homolog to ribonuclease hi large subunit (ec 3.1.26.)	0.49	0.59
NM_025904	riken cdna 1600012f09; 1600012f09rik	0.56	0.59
NM_019836	hypothetical brain protein similar to x96994 br-1	0.57	0.59
NM_016897	translocase of inner mitochondrial membrane 23	0.65	0.60
NM_008186	general transcription factor ii h; polypeptide 1	0.47	0.60
NM_010442	heme oxygenase (decycling) 1; hmo1	0.40	0.60
BC006867	unknown (protein for mgc:11792)	0.62	0.61
AK012959	cdna clone zinc finger; c2h2 type containing protein	0.61	0.61
NM_023323	brix domain containing 1	0.41	0.61
BC027063	3-hydroxybutyrate dehydrogenase	0.34	0.62
NM_021512	nucleoporin 160kDa	0.57	0.62
NM33678	riken cdna 2410004c24; 2410004c24rik	0.60	0.62
NM_012058	signal recognition particle 9 kda; srp9	0.62	0.63
NM_009472	unc-5 homolog (c. elegans) 3; unc5h3	0.32	0.63
BC022907	unknown (protein for mgc:25558)	0.48	0.64
NM34151	expressed sequence al024047; al024047	0.64	0.64
X92590	hira protein; hira	0.59	0.64
NM_010481	heat shock protein; 74 kda; a; hspa9a	0.34	0.64
AK021408	trophinin associated protein (tastin)	0.45	0.65
NM_013699	upstream binding protein 1; ubp1	0.56	0.65
NM_018776	cytokine receptor-like factor 3; crlf3	0.61	0.65
NM_018861	neutral amino acid transporter; slc1a4	0.44	0.65
NM_011304	ruvb-like protein 2; ruvb12	0.51	0.66
NM33227	nucleoporin 155; nup155	0.55	0.66
NM_008565	mini chromosome maintenance deficient 4	0.49	0.67
NM_009465	axl receptor tyrosine kinase; axl	1.70	10.38
NM_009263	secreted phosphoprotein 1; spp1	3.46	9.44
NM_021278	thymosin; beta 4; x chromosome; tmsb4x	3.96	9.17
NM_011340	serine (or cysteine) proteinase inhibitor; clade f	1.71	4.51
NM_009155	selenoprotein p; plasma; 1; sepp1	2.72	4.23
NM_010501	interferon-induced protein; ifit3	2.02	4.11
NM_023476	lipocalin 7; lcn7	1.30	3.99
AK007352	cdna clone hypothetical protein	3.31	3.77

NM_008655	growth arrest and dna-damage-inducible 45 beta	2.29	3.76
NM_054077	proline arginine-rich end leucine-rich repeat; prelp	2.15	3.51
NM_008515	leucine rich repeat (in flil) interacting protein 1; lrrfp1	1.70	3.36
NM_025626	riken cdna 3110001a13; 3110001a13rik	1.04	3.32
NM_009373	transglutaminase 2; c polypeptide; tgm2	2.14	3.22
NM_008872	plasminogen activator; tissue; plat	1.96	3.21
NM_009136	scrapie responsive gene 1; scrq1	1.90	3.00
NM_008862	protein kinase inhibitor; alpha; pkia	1.86	2.91
NM_011303	retinal short-chain dehydrogenase/reductase 1	4.64	2.69
NM_010260	guanylate nucleotide binding protein 2; gbp2	2.56	2.66
NM_018827	cytokine receptor-like factor 1; crlf1	1.83	2.51
NM_008410	integral membrane protein 2b; itm2b	1.79	2.45
NM_008492	lactate dehydrogenase 2; b chain; ldh2	2.17	2.43
NM_008609	matrix metalloproteinase 15; mmp15	1.83	2.42
NM_053146	protocadherin beta 21; pcdhb21	3.32	2.35
NM_010197	fibroblast growth factor 1; fgf1	2.20	2.28
NM_009636	ae binding protein 1; aebp1	1.58	2.20
NM_030261	sestrin 3	1.58	2.19
NM_007899	extracellular matrix protein 1; ecm1	2.51	2.19
NM_008010	fibroblast growth factor receptor 3; fgfr3	1.75	2.18
NM_007399	a disintegrin and metalloprotease domain 10	1.59	2.11
NM_028375	riken cdna 2900027g03; 2900027g03rik	1.89	2.10
NM_053078	neuronal protein 3.1; d0h4s114	2.03	2.10
NM_018804	synaptotagmin 11; syt11	2.03	2.05
NM_009242	secreted acidic cysteine rich glycoprotein; sparq	2.26	2.05
AK009137	homolog to kiaa1434 protein (fragment)	1.97	2.03
NM_020573	oxysterol binding protein-like 1a; osbpl1a	1.96	2.02
BC011344	unknown (protein for mgc:5739)	2.60	2.01
AK018640	homolog to dj462o23.2 (novel protein)	1.65	1.99
NM_016765	dimethylarginine dimethylaminohydrolase 2; ddah2	2.20	1.94
NM_010764	mannosidase 2; alpha b1; man2b1	1.74	1.94
NM_008905	protein tyrosine phosphatase; receptor-type; ppfip2	1.83	1.94
NM_030706	tripartite motif protein trim2; trim2	2.10	1.90
NM_009115	s100 protein; beta polypeptide; neural; s100b	3.23	1.86
NM_009923	cyclic nucleotide phosphodiesterase 1; cnp1	3.62	1.83
NM_007709	cbp/p300-interacting transactivator; cited1	3.24	1.82
NM_010753	max dimerization protein 4; mad4	1.96	1.80
U34361	laf-4	2.12	1.79
NM_011050	programmed cell death 4; pdcd4	1.73	1.78
NM33716	riken cdna 1810031k02; 1810031k02rik	1.13	1.77
S60315	myotonic dystrophy kinase; dmr-b15	1.84	1.76
X15052	neural cell adhesion molecule ncam-180	2.37	1.74
NM34030	expressed sequence ai849362; ai849362	2.20	1.74
NM_019963	signal transducer and activator of transcription 2	1.63	1.74
NM_053141	protocadherin beta 16; pcdhb16	2.89	1.74
NM_007428	angiotensinogen; agt	1.62	1.73
NM_010952	ornithine decarboxylase antizyme 2; oaz2	2.14	1.71
NM_009366	transforming growth factor β 1 induced transcript 4	2.67	1.70
NM_030259	hypothetical protein; mgc:7036; bc003324	1.99	1.70
NM_019709	membrane-bound transcription factor protease	1.43	1.68

AK008529	cdna clone homolog to phospholipase	1.69	1.68
NM_021292	ellis van creveld gene homolog (human); evc	2.08	1.65
NM_008580	mitogen activated protein kinase kinase kinase 5	1.88	1.64
NM_007760	carnitine acetyltransferase; crat	1.64	1.64
NM_024477	hypothetical protein; mgc:7623; bc002262	1.92	1.64
NM_030714	deltex3; dtx3	2.31	1.62
AK009454	homolog to cdna flj13680 fis; clone place2000007	1.35	1.61
	zinc finger protein 261; zfp261	1.74	1.60
NM_008090	gata binding protein 2; gata2	1.61	1.59
BC006717	cell cycle progression 1	1.48	1.56
NM_019919	latent transforming growth factor beta binding protein 1	7.52	1.54
NM_012032	tumor differentially expressed 1; tde1	2.13	1.52
NM_011101	protein kinase c; alpha; prkca	4.87	1.51

# Supplementary material for: Global analysis of gene expression changes during retinoic acid-induced growth arrest and differentiation of melanoma: comparison to differentially expressed genes in melanocytes vs melanoma
**Source:** BMC Genomics. 2008 Oct 11;9:478. doi: 10.1186/1471-2164-9-478
**Supplement:** Additional file 4 — Classification of 203 Gene Set Members According to Gene Ontology Biological Processes. Processes were ranked by p-value which is the Holm-Bonferroni adjusted probability of a random set of 203 genes containing at least the stated representation in the Pathway Studio database. The number of members within each process that are expressed lower in melan-a, higher in melan-a and the total number of members are provided in columns 2, 3 and 4 respectively.

Additional file 4

Classification of 203 Gene Set Members According to Gene Ontology Biological Processes.

**Biological Process**	**Expressed lower in melan-A than B16**	**Expressed higher in melan-A than B16**	**Total**	**p-value**
cell division	18	0	18	1.82×10^{-24}
cell cycle	22	0	22	3.53×10^{-24}
regulation of cell cycle progression	19	0	19	1.06×10^{-21}
DNA replication	13	0	13	1.36×10^{-17}
Mitosis	13	0	13	4.65×10^{-17}
Transcription	16	6	22	4.02×10^{-12}
Transport	14	7	21	1.51×10^{-11}
regulation of cyclin-dependent protein kinase activity	7	0	7	2.11×10^{-10}
response to DNA damage stimulus	9	0	9	1.21×10^{-09}
DNA repair	10	0	10	1.42×10^{-09}
regulation of transcription, DNA-dependent	15	7	22	3.35×10^{-09}
cell proliferation	7	4	11	4.09×10^{-09}
Apoptosis	6	5	11	2.20×10^{-08}
negative regulation of cell proliferation	6	3	9	4.86×10^{-08}
DNA unwinding during replication	5	0	5	5.67×10^{-08}
protein amino acid phosphorylation	5	7	12	1.12×10^{-07}
DNA replication initiation	5	0	5	1.54×10^{-07}
regulation of transcription	8	2	10	1.86×10^{-06}
anti-apoptosis	5	2	7	4.61×10^{-06}
regulation of transcription from RNA polymerase II promoter	5	3	8	4.84×10^{-06}
cyclin-dependent protein kinase regulator activity	4	0	4	1.93×10^{-05}
G2 phase of mitotic cell cycle	3	0	3	6.83×10^{-05}
negative regulation of DNA replication	3	0	3	0.000109
protein folding	7	0	7	0.000117
double-strand break repair via homologous recombination	3	0	3	0.000163
Proteolysis	2	7	9	0.000299
transcription regulator activity	4	2	6	0.000869
DNA recombination	4	0	4	0.00105

cell aging	2	1	3	0.00106
astrocyte activation	0	2	2	0.00140
induction of apoptosis by intracellular signals	2	1	3	0.00214
cell differentiation	4	3	7	0.00346
response to oxidative stress	3	1	4	0.00359
activation of NF-kappaB transcription factor	1	2	3	0.00376
negative regulation of protein kinase activity	0	3	3	0.00425
induction of apoptosis	1	4	5	0.00426
cell cycle arrest	3	1	4	0.00547
cell-cell signaling	1	5	6	0.00623
positive regulation of I-kappaB kinase-NF-kappaB cascade	2	2	4	0.00623
positive regulation of transcription, DNA-dependent	4	0	4	0.00737
nucleocytoplasmic transport	2	1	3	0.00817
DNA replication checkpoint	2	0	2	0.0136
response to stress	2	2	4	0.0189
35S primary transcript processing	2	0	2	0.0283
skeletal development	0	4	4	0.0340
microtubule cytoskeleton organization and biogenesis	2	1	3	0.0342
cell adhesion	1	6	7	0.0357
cholesterol metabolism	0	3	3	0.0454
traversing start control point of mitotic cell cycle	2	0	2	0.0476

Processes were ranked by p-value which is the Holm-Bonferroni adjusted probability of a random set of 203 genes containing at least the stated representation in the Pathway Studio database. The number of members within each process that are expressed lower in melan-a, higher in melan-a and the total number of members are provided in columns 2, 3 and 4 respectively.

# Supplementary material for: Global analysis of gene expression changes during retinoic acid-induced growth arrest and differentiation of melanoma: comparison to differentially expressed genes in melanocytes vs melanoma
**Source:** BMC Genomics. 2008 Oct 11;9:478. doi: 10.1186/1471-2164-9-478
**Supplement:** Additional file 5 — Members of 203 gene set which are components of the major biological processes. Using Pathway Studio, we identified biological processes which were enriched for members of the 203 gene set. Members of the five processes that are most significantly enriched according to Fisher's Exact Test are given.

Additional file 5. Members of 203 gene set which are components of the major biological processes. Using Pathway Studio software, we identified biological processes which were enriched for members of the 203 gene set. Members of the five processes that are most significantly enriched according to Fisher's Exact Test are given.

**Cell Division**	
BIRC5	baculoviral IAP repeat-containing 5
CCNE2	cyclin E2 (predicted)
CCNF	cyclin F
CDC2	cell division cycle 2 homolog A (<i>S. pombe</i>)
CDC25B	cell division cycle 25 homolog B (<i>S. cerevisiae</i>)
CDC45L	similar to cell division cycle 45 homolog (<i>S. cerevisiae</i>)-like
CDC6	cell division cycle 6 homolog (<i>S. cerevisiae</i>) (predicted)
CENPF	centromere autoantigen F
CETN3	centrin 3
CKS1B	RGD1561797 (predicted)
CKS2	similar to Cyclin-dependent kinases regulatory subunit 2 (CKS-2) (predicted)
FLJ10468	cell division cycle associated 8
FTSJ3	FtsJ homolog 3 (<i>E. coli</i>)
HCAP-G	similar to chromosome condensation protein G (predicted)
KIF20A	kinesin family member 20A (predicted)
MAD2L1	MAD2 (mitotic arrest deficient, homolog)-like 1 (yeast) (predicted)
SGOL1	similar to shugoshin-like 1
TOME-1	cell division cycle associated 3

**Cell Cycle**	
BIRC5	baculoviral IAP repeat-containing 5
CCNE2	cyclin E2 (predicted)
CCNF	cyclin F
CDC2	cell division cycle 2 homolog A (<i>S. pombe</i>)
CDC25B	cell division cycle 25 homolog B (<i>S. cerevisiae</i>)
CDC45L	similar to cell division cycle 45 homolog (<i>S. cerevisiae</i>)-like
CDC6	cell division cycle 6 homolog (<i>S. cerevisiae</i>) (predicted)
CDKN1A	cyclin-dependent kinase inhibitor 1A
CETN3	centrin 3
CHEK1	checkpoint kinase 1 homolog (<i>S. pombe</i>)
CKS1B	RGD1561797 (predicted)
CKS2	similar to Cyclin-dependent kinases regulatory subunit 2 (CKS-2) (predicted)
FLJ10468	cell division cycle associated 8
GMNN	geminin (predicted)
HCAP-G	similar to chromosome condensation protein G (predicted)
MAD2L1	MAD2 (mitotic arrest deficient, homolog)-like 1 (yeast) (predicted)
MCM2	minichromosome maintenance deficient 2 mitotin (<i>S. cerevisiae</i>) (predicted)
MCM6	minichromosome maintenance deficient 6 (MIS5 homolog, <i>S. pombe</i>)
PKMYT1	protein kinase, membrane associated tyrosine/threonine 1 (predicted)
SGOL1	similar to shugoshin-like 1
TFDP1	transcription factor Dp 1
TP53	tumor protein p53

Regulation of Cell Cycle Progression	
AXL	AXL receptor tyrosine kinase
BTG3	B-cell translocation gene 3
CCNE2	cyclin E2 (predicted)
CCNF	cyclin F
CDC2	cell division cycle 2 homolog A (<i>S. pombe</i>)
CDC25B	cell division cycle 25 homolog B (<i>S. cerevisiae</i>)
CDC45L	similar to cell division cycle 45 homolog (<i>S. cerevisiae</i>)-like
CDKN1A	cyclin-dependent kinase inhibitor 1A
ECT2	ect2 oncogene (predicted)
EEF1E1	eukaryotic translation elongation factor 1 epsilon 1 (predicted)
FAD1	breast cancer 2
FGF1	fibroblast growth factor 1
GADD45B	growth arrest and DNA-damage-inducible 45 beta
GMNN	geminin (predicted)
MYC	myelocytomatosis viral oncogene homolog (avian)
PRKCA	protein kinase C, alpha
RAN	RAN, member RAS oncogene family
TFDP1	transcription factor Dp 1
TP53	tumor protein p53

DNA Replication	
CDC45L	similar to cell division cycle 45 homolog (<i>S. cerevisiae</i>)-like
CDC6	cell division cycle 6 homolog (<i>S. cerevisiae</i>) (predicted)
dut	deoxyuridine triphosphatase
GIN51	similar to Hypothetical UPF0080 protein KIAA0186 (predicted)
MCM2	minichromosome maintenance deficient 2 mitotin (<i>S. cerevisiae</i>) (predicted)
Mcm4	minichromosome maintenance deficient 4 homolog (<i>S. cerevisiae</i>)
MCM6	minichromosome maintenance deficient 6 (MIS5 homolog, <i>S. pombe</i>)
POLA	polymerase (DNA directed), alpha 1
POLE	polymerase (DNA directed), epsilon (mapped)
RNASEH2A	ribonuclease H2, large subunit
RPA2	replication protein A2
TOP2A	topoisomerase (DNA) 2 alpha
ZRF1	DnaJ (Hsp40) homolog, subfamily C, member 2

**Mitosis**	
BIRC5	baculoviral IAP repeat-containing 5
CCNF	cyclin F
CDC2	cell division cycle 2 homolog A (<i>S. pombe</i>)
CDC25B	cell division cycle 25 homolog B (<i>S. cerevisiae</i>)
CDC6	cell division cycle 6 homolog (<i>S. cerevisiae</i>) (predicted)
CENPF	centromere autoantigen F
CETN3	centrin 3
FLJ10468	cell division cycle associated 8
HCAP-G	similar to chromosome condensation protein G (predicted)
MAD2L1	MAD2 (mitotic arrest deficient, homolog)-like 1 (yeast) (predicted)
RAN	RAN, member RAS oncogene family
SGOL1	similar to shugoshin-like 1
TOPK	PDZ binding kinase (predicted)

How the deposited data were processed for this re-analysis (not part of the article)

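The re-analysis used 6 arrays, each a separate biological replicate on which RNA of melan-a melanocytes and of B16 melanoma cells was hybridised together. The labels of the samples gave the dye of each cell line, which was Cy3 for B16 on 3 arrays and Cy5 on the other 3. The RA-treated arrays of the study were not analysed, and where RA enters a comparison its direction is the paper's, from Additional file 1.

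The deposited files hold log2 values. Per the file headers, the authors quantified each array with ImaGene 6.0.1 and applied a global lowess normalization within the array, with smoothing 0.2 and no background correction, to the mean and the median signal of each dye. Each file holds 44290 spots, of which 41534 are probe spots and 2756 are control or empty spots. The probe spots stand for 41174 probes, 40 of them with 10 spots each. The header of replicate 3 lists the Cy5 image first, and the signals were read by the image named. The values of the series matrix equal the log2 ratios in the array files, but its columns of replicates 4 and 5 hold the values of each other's array file. The 2 replicates have opposite labelling, and with the direction of both turned 0 probes passed the thresholds given below, so the array files go with the dye labels of their samples and were used. The spot flags in the files are not explained and were not used. Replicate 1 was quantified on another day than the others. A batch of a single array cannot be told apart from other traits of that array, and its weight was seen only by leaving it out. Without replicate 1, 2235 probes were higher and 2815 lower in melan-a. A background correction by normexp had been planned, but the deposited signals are already normalized and hold no background columns.

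The log2 ratio of the mean signals was turned to melan-a over B16 on every array. Spots with a summed signal of 400 or less were left out, and a probe needed a value on at least 3 of 6 arrays. The study states both numbers for background-subtracted intensity. Without background columns the limit was applied to the deposited signals, so it removes fewer spots near background than the study's filter would. Spots of the same probe were averaged. The 39687 remaining probes were fitted with limma 3.58.1 in R 4.3.3 as a one-class model with moderated t statistics, and p values were adjusted by Benjamini and Hochberg's method over these probes. A probe passed with an adjusted p under 0.10 and a fold change over 1.5. Every adjusted p called limma in the text comes from this model. One-class SAM was run with 64 sign permutations at a preset false discovery rate of 10% (median 9.58% at the chosen delta). Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 read the files, joined the tables and drew the plots. Tested on simulated data of this size, limma recovered 59% of 100 probes changed by 1 in log2 and 94% of 100 probes changed by 2, with 10 false calls. Far fewer probes were changed there than the 4580 that passed in the data. The simulated noise was independent between probes, without dye or array effects. The recovered shares and the false calls therefore need not hold for the real arrays. The precision of these results is limited by the number of arrays.

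The array files do not name genes. Names came from Additional file 2 by matching its average fold to the mean ratio of a probe within 0.00051. Accessions were turned into symbols with the RefSeq gene table for 2283 entries, and the listed symbol or a synonym was used for 41 and 60. The other 1165 entries have no symbol, so a list member that the study's table holds only under such an entry counts as not found. Several probes matched most folds, above all those near 1, so 437 of the 498 named entries are higher in melan-a and 61 lower. With the listed folds shifted 22 times as decoys, 71.3% to 98.6% of the decoys over 2.5-fold matched no probe, against 4 of the real entries. For lower genes the matching is weak: between folds of 0.2 and 0.67 the share of decoys without a match went from 36.4% down to 0.0%, which is why most of these entries keep several candidate probes. Genes that share a listed fold share their candidate probes. Because the study lists the feature with the largest fold for each gene, and only genes it called, the mean ratios equal the study's, except where the intensity limit leaves out an array (as for Cdkn1a), and the named genes are not a random sample.

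Genes named in the text were chosen by a rule set before the data were examined. It takes every gene that the study names for melan-a and B16 in its text, Table 3 or Table 4, with Cdkn2a, Nras and Braf, the 10 largest changes each way among genes with a symbol and the same sign on all 6 arrays, and up to 4 members of each list with the largest change, with key members whatever their result. The values in the paper's tables had been seen before. The rule gave 126 genes, and 117 of them were found in Additional file 2 by symbol. A few genes that the rule gave are not reported here. Genes outside it were chosen after their values were seen: Vldlr, Xpa, Cited1, Mlph, Bax, Ccng1, Itga4, Nid1, Ecm1, Sparc, Ncam1, Cenpf, Cdca8, Ncapg and Ccne2, which make up small counts, and those marked so in the text.

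In all 33 gene lists were fixed, 7 of them the study's own processes, hubs and qRT-PCR genes. The others cover pigmentation, DNA replication, mitosis, DNA repair, CDK inhibitors and p53 targets, matrix and adhesion, interferon response, MHC class I, ribosome biogenesis, glycolysis, oxidative phosphorylation, serine synthesis, retinoid signalling, protein kinase C, phorbol ester and AP-1 response, RAS-MAPK and PI3K, chaperones, apoptosis, sex chromosome transcripts, germline antigens, housekeeping genes, and markers of fibroblasts, keratinocytes, macrophages, endothelium and Schwann cells. The direction of the members was tested with Fisher's exact test, two-sided, in the 12 of the other lists with at least 5 members past the thresholds. Tests of a list against all probes (camera and fry) need names for probes outside the study's table and were not run.

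The results were recomputed at an adjusted p under 0.05, without a fold threshold, after median centring, with Aquantile normalization between arrays, with the intensity limit on all 6 arrays or on none, with a dye effect, with array weights, on the series matrix values, with SAM, and without each replicate in turn. After the data were seen 5 more were added: a further loess with span 0.3, the median signal, a limit of 400 above the empty spots, arrays scaled to equal spread, and SAM without the intensity limit. The 2 planned analyses with subtracted background, with and without loess, could not be run because the files hold no background, and values before normalization were not available here. The probe of largest fold could not be chosen per gene without gene names.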

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

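The tests of the dye coefficients and residuals of replicates 1 and 4, of their dimmest probes, and of the probes with large differences were chosen after the result was seen.

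In 3 of 49 gene entries with a single named probe, one array lay far from the other 5 by Dixon's test at its 95% critical value. About 1 in 20 such groups do so by chance, so the number is close to what chance gives. The log2 ratio of melan-a over B16 for 2310057J18Rik was 5.53 in replicate 2 and between 2.43 and 3.24 in the others (gap 0.74 of the range). For the interferon-induced gene Ifit3 it was 3.91 in replicate 2 and between 1.23 and 2.11 in the others (0.67). For the ephrin receptor Epha3 it was -1.27 in replicate 1 and between -4.45 and -3.53 in the others (0.71). All arrays kept the direction of the mean for these genes.

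Replicates 1 and 4 barely resemble each other over all probes: their log2 ratios correlate at 0.07, the lowest of the 15 pairs of arrays. If noise of dim spots were the whole cause, the brightest probes would have shown a correlation of 0.40 or more, and it was -0.02 over the 10147 brightest (-0.04 over the dimmest). If a dye effect common to the arrays were the cause, taking out the effect estimated from the other 4 arrays would have raised the correlation to 0.28 or more. It moved from 0.08 to 0.09 over the 32427 probes with a value on all 6 arrays. Each of the 2 arrays was then regressed on the mean and the dye effect of the other 4. The dye effect had a coefficient of 0.08 in replicate 1 and -0.95 in replicate 4. With the fitted mean and dye effect both taken out, the residuals of the 2 arrays correlated at -0.43. Where the other 4 arrays had a mean beyond 1 in log2, the 2 arrays did resemble each other (0.62 over 1790 probes), so the large differences between the cell lines are shared. The samples carry no condition that separates these 2 replicates, and no biological explanation was tested. A trait of a single array, such as the separate day on which replicate 1 was quantified, would not make residuals of 2 arrays vary together. The correlation of -0.43 therefore argues against it as the whole cause. The 2 arrays have opposite labelling, and a dye effect of their own, absent from the other 4, was not tested. The cause stays open.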

How the results depend on the processing

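The tests with a further loess, the median signal, the limit above the empty spots, scaled arrays and SAM without the intensity limit were chosen after the results were seen. No result reversed its direction under any alternative run.

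Between 1576 and 2235 probes were higher in melan-a without 1 replicate, between 1689 and 2875 under the other alternatives set beforehand and between 1764 and 2465 under the added ones. For lower probes the ranges were 2011 to 2815, 2231 to 3672 and 2377 to 3037. The listed genes past the thresholds at every candidate probe fell more. Those lower in melan-a ranged from 789 to 1227 without 1 replicate, against 1291 with all arrays, and the lowest value came without replicate 2. Those higher ranged from 789 to 1048. With fewer arrays the test has less power, but why replicate 2 matters most was not tested.

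Of the genes also regulated by RA, those raised by RA and lower in melan-a ranged from 8 (without replicate 2) to 14 without 1 replicate, and those lowered by RA and higher in melan-a from 9 (without replicate 2) to 15. The counts of genes moving together stayed within 1.5 times their value: 41 to 57 raised and higher, and 72 to 100 lowered and lower. The odds ratio lay between 20.5 and 41.0 without 1 replicate and between 25.0 and 36.9 otherwise. Of the 203 gene set, 113 to 158 members passed without 1 replicate and 133 to 187 under the other alternatives set beforehand. All 7 qRT-PCR genes passed except Plat without replicate 2 or 3. The median correlation of the arrays over the 32 members of the 203 gene set with a single probe was 0.90 in the 3 alternatives in which it was recomputed. These members have a value on every array. The 3 alternatives leave those values as they are or shift an array by a constant, which cannot change the correlation. The unchanged 0.90 therefore says nothing about stability.

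Between 7 and 8 of the 12 lists leaned to one side in every alternative. The interferon list was the one that joined, with adjusted p = 0.013 with a dye effect, 0.023 at an adjusted p under 0.05, 0.025 without replicate 4, 0.028 with a further loess, 0.043 with SAM and 0.049 without replicate 1 (Fisher's exact test, two-sided). Of the 111 named genes past the thresholds, 17 lost their call without replicate 2, 15 without replicate 3, and 5 to 9 without each of the others. At an adjusted p under 0.05 the loss was 10. Mapk3, Trp53 and Cdkn1a lost it most often. Each has several candidate probes, and a call is lost when any of them fails.

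Aquantile normalization and the series matrix values changed nothing, the former because it leaves the ratios as they are, so these say nothing about stability. Analyses with subtracted background, unnormalized signals, normexp, the probe of largest fold per gene, camera and fry were not run for want of the columns or names they need. The ratios within arrays already pair the cell lines, and no other pairing exists in the samples. The limit of 400 lies below the median empty spot of replicate 1 (457.5), so that signals of that array near background were kept. A limit of 400 above the empty spots gave 2185 higher and 2533 lower probes.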

Differences from the paper's values

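For 4 of the 7 genes of Table 3, the paper's qRT-PCR ratio of melan-a over B16 lies more than 1.5 times from the array ratio computed here and outside the spread of the arrays. Plat (1.43 in the paper, where it is marked as not significant, and 3.22 on the arrays) is as far by ratio but within the spread of the arrays, except without replicate 1. Without replicate 1 Tinagl1 also differs (5.64 in the paper and 3.54 on the arrays). For Top2a the paper's value is 0.00668 and the array ratio 0.105. For Cdk1 the paper gives 0.0311 and the arrays 0.209, and for Brca2 the paper gives 0.0938 and the arrays 0.349. The paper's value for Dhrs3 is 133, against 2.69 on the arrays. These are different methods, and the direction is the same. Under each alternative set before the data were examined and run, all 4 differ, and none brings them within the paper's values.

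The paper states that all genes of its 5 processes were higher in B16, which leaves 0 members of regulation of cell cycle progression higher in melan-a by the paper's statement. On the arrays 3 of the 19 members were higher in melan-a, namely Axl (log2 ratio 3.38), Gadd45b (2.13) and Fgf1 (1.37). Their probes were matched through the folds of the paper's Additional file 2. These directions are therefore that file's own and no separate check. The difference lies between the paper's statement and its own tables. The count differs under every alternative set before the data were examined and run, with 4 when Prkca passes (the intensity limit on all 6 arrays, and the dye effect). Of the 19 members 14 were lower in melan-a, and in the other 4 processes no member was higher.

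The paper counts 71, 14, 16 and 132 genes that RA raised or lowered among those higher or lower in melan-a. Joining the paper's Additional files 1 and 2 by accession gives 71 raised and higher, 15 raised and lower, 15 lowered and higher, and 131 lowered and lower. Txnrd1 bears on the counts of lower genes: the join has it raised by RA, whereas the paper's Additional file 3 holds it as lowered. In the paper's Additional file 3, 13 ratios are smaller than for the same accession in Additional file 2, all of genes higher in melan-a. The largest gap is that of Tgm2, with 3.22 in the paper's Additional file 3 and 6.03 in its Additional file 2. Its probe was matched through the latter value, so the arrays here cannot tell which of them holds.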

Other observations

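The tests for fibroblasts in the culture were chosen after the result was seen.

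Some interferon-induced genes were higher in melan-a cells, but no lean of the list was detected. Of 34 genes, 8 were higher, 2 were lower and 5 were undecided (p = 0.052 and adjusted p = 0.077, Fisher's exact test, two-sided, with an adjusted p of 0.013 to 0.049 under 6 alternatives). Ifit3, an antiviral effector, was 4.11-fold higher in melan-a (log2 ratio 2.04, SE 0.30, limma adjusted p = 0.0033, higher on 6 of 6 arrays), Gbp2 2.66-fold and Ifitm3 2.54-fold, while the chemokine Cxcl10 was 3.13-fold higher in B16. Of 19 genes of MHC class I presentation, the light chain B2m (3.97-fold, SE 0.45, limma adjusted p = 0.02) and the loading factor Tapbp (1.89-fold, not past the thresholds without replicate 2) were higher in melan-a, 0 were lower and 2 were undecided. H2-K1 was not found in the study's table.

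A few protein kinase C and phorbol ester responsive genes were higher in melan-a, whose medium holds phorbol ester. A link to the medium was not tested. Of 12 protein kinase C genes, Prkd1 (4.32-fold, SE 0.21, limma adjusted p = 0.00087, 6 of 6 arrays) and Prkcq (1.89-fold) were higher, 0 were lower and Prkca was undecided. Prkcq did not pass at an adjusted p under 0.05, nor without replicate 3, 4, 5 or 6. Of 33 phorbol ester and AP-1 responsive genes, 3 were higher, Hbegf (2.28-fold) and Dusp1 (1.78-fold) among them, and Ier2 was 1.88-fold higher in B16, though not past the thresholds without replicate 2, 4 or 6. Of 39 RAS-MAPK and PI3K genes, 4 were higher, Axl, Fgf1 and Mapk3 (1.58-fold) among them, and 0 were lower. Another 4 were undecided, and the study lists 6 of the 39 as higher and 2 as lower in melan-a. Mapk3 did not pass when any single replicate was left out, at an adjusted p under 0.05, after median centring, without the intensity limit or with array weights. These lists were too short for the test of direction.

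Among 32 apoptosis regulators, 5 were higher in melan-a, with Casp1 at 2.91-fold, Bmf at 2.62-fold and Casp12 at 1.97-fold (not past the thresholds without replicate 2 or 3), and 3 were lower, with Apaf1 1.92-fold higher in B16 (adjusted p = 0.53, Fisher's exact test, two-sided). Xist, the transcript that silences the X chromosome, was 3.63-fold higher in melan-a (SE 0.32, limma adjusted p = 0.0061, 6 of 6 arrays), the only call among 7 sex chromosome transcripts. Xlr4b was the only call among 25 germline and retroviral antigens, and it was higher in B16. Of 20 macrophage and leukocyte markers, the lysozymes Lyz2 (5.61-fold) and Lyz1 (4.85-fold) were higher in melan-a, with 0 lower. Of 14 endothelial markers 2 were listed and both were undecided, and of 21 keratinocyte markers 0 were listed.

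Turning the direction of arrays tests whether chance accounts for the 2076 higher and 2504 lower probes past the thresholds. Of the 32 sign patterns of the 6 arrays, 1 gave as many in sum, the real orientation, and the highest of the others gave 2. That other pattern is the 1 that follows the dye in place of the cell line. No other orientation came near the count. The real orientation is 1 of the 32 patterns, the smallest share this comparison can give. Turning an array that carries a real difference also widens a probe's spread. The other patterns are therefore no clean measure of chance, and the comparison cannot exclude it.

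Fibroblasts in the melan-a culture are a candidate source of the matrix and adhesion genes higher in melan-a. They would bring most of 20 fibroblast markers with them, at least 10. Of these 3 were higher (Col1a1, Tagln and Acta2) and 0 were lower. The other 17 were not found by symbol in the study's table of differing genes. The study did not list them under a symbol, but they have no named probe, so their levels are unknown. Col1a1 is in the matrix list as well. The arrays hold no value that decides, so cells of another type, a property of melan-a cells and an effect of the culture medium cannot be told apart here.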
